# The mouse genome displays highly dynamic populations of KRAB-zinc finger protein genes and related genetic units

**DOI:** 10.1371/journal.pone.0173746

**Published:** 2017-03-23

**Authors:** Annamaria Kauzlaric, Gabriela Ecco, Marco Cassano, Julien Duc, Michael Imbeault, Didier Trono

## Abstract

KRAB-containing poly-zinc finger proteins (KZFPs) constitute the largest family of transcription factors encoded by mammalian genomes, and growing evidence indicates that they fulfill functions critical to both embryonic development and maintenance of adult homeostasis. *KZFP* genes underwent broad and independent waves of expansion in many higher vertebrates lineages, yet comprehensive studies of members harbored by a given species are scarce. Here we present a thorough analysis of *KZFP* genes and related units in the murine genome. We first identified about twice as many elements than previously annotated as either *KZFP* genes or pseudogenes, notably by assigning to this family an entity formerly considered as a large group of *Satellite* repeats. We then could delineate an organization in clusters distributed throughout the genome, with signs of recombination, translocation, duplication and seeding of new sites by retrotransposition of *KZFP* genes and related genetic units (*KZFP/rGU*s). Moreover, we harvested evidence indicating that closely related paralogs had evolved through both drifting and shifting of sequences encoding for zinc finger arrays. Finally, we could demonstrate that the KAP1-SETDB1 repressor complex tames the expression of *KZFP/rGU*s within clusters, yet that the primary targets of this regulation are not the *KZFP/rGU*s themselves but enhancers contained in neighboring endogenous retroelements and that, underneath, *KZFP*s conserve highly individualized patterns of expression.

## Introduction

Dynamic changes in gene super-families are potent drivers of evolution and diversity across species [1, 2]. KRAB-containing zinc finger proteins (KZFPs) constitute the single largest group of transcription factors (TFs) encoded by higher vertebrates, and emerged in a close ancestor of tetrapods some 420 million years ago (mya) [3, 4]. *KZFP* genes were subsequently amplified as the apparent result of adaptive expansion and contraction events [5–7], while being subjected to intense positive selection, so as to constitute today a large repertoire of species-specific TFs [8–12]. This pattern of evolution likely reflects the involvement of KZFPs in the early embryonic repression of endogenous retroelements (EREs), many of which are themselves lineage- or species-restricted [13–15]. Consistent with this hypothesis, the total number of KZFPs encoded by various species somewhat correlates their burden in endogenous retroviruses (ERVs), a class of EREs, and recent waves of ERV invasions have coincided with episodes of *KZFP* genes amplification [16, 17]. As well, the genomes of both humans and mice encode for several hundred KZFPs, yet the pace of expansion of these genes has been higher in the rodent lineage, correlating the persistence in mice, but not in humans, of transposition-competent ERVs. Finally, an arms race model, whereby the host produces a dynamic pool of KZFPs in order to control active EREs that in turn mutate to escape restriction, is supported by evidence retracing the evolutionary history of two human KZFPs and their cognate ERE targets [15].

Canonical KZFPs harbor a highly conserved N-terminal KRAB (Krüppel-associated box) domain [18, 19], responsible for recruiting KAP1/TRIM28 (KRAB-associated protein 1, tripartite motif protein 28) and its associated epigenetic effectors [20–22], and a C-terminal array of zinc fingers (ZNFs), which confers sequence-specific DNA binding potential and is the region where positive selection is observed [5, 23–26]. It seems likely that, after a *KZFP* gene is duplicated through unequal crossing over, gene conversion, or yet other mechanisms, changes in its zinc-finger coding portion can become fixed if they provide the product of this duplication with novel target specificity that benefits the host [27–29].

Here, to investigate the evolutionary path of *KZFP* genes in a species where this family is still subjected to dynamic selective pressures, we explored the mouse genome. This led us to uncover an abundance of yet unreported *KZFP*-related genetic entities in this species [30, 31], to obtain evidence supporting a variety of mechanisms for their expansion, to examine the sequence diversification of closely related paralogs and to unveil a mode of regulation where EREs seem to occupy a prominent place in the transcriptional control of their repressors.

## Results

### The *MMSAT4 satellite* repeat corresponds to *KZFP* genes and *KZFP*-like entities

The repository of murine repetitive elements lists as a member of the *Satellite* family a simple repeat named ‘MMSAT4’, the consensus sequence of which was derived from arrays of triplets of C2H2 ZNFs located on chromosome 4 (Fig 1A, http://www.girinst.org/repbase/ [32]). However, unlike other *Satellite* repeats, MMSAT4s are not restricted to specific chromosomal positions, as we found 715 of these units spread all over the genome, often concentrated in regions also containing high densities of *bona fide* C2H2 ZNF-coding sequences (Fig 1B). Of the annotated C2H2-protein coding units containing an MMSAT4, the large majority (82%) are canonical *KZFP* genes while a small fraction spans other types of poly-zinc finger protein genes. Conversely, of the currently annotated *KZFP* genes, 87% overlap with MMSAT4 sequences. Additional MMSAT4 elements, making up slightly more than half of the group, fall into previously unannotated sequences (Fig 1B), yet we found them to harbor an upstream KRAB-coding sequence and to coincide with the 3’ end of the cognate transcripts, comparably to canonical KZFP-overlapping MMSAT4s (Fig 1C and S1A Fig). Therefore, MMSAT4s correspond to almost the totality of *KZFP* genes and to additional *KZFP*-like entities. For convenience, we coined the sum of these elements *KZFP/rGU*s, for *KZFP*-related genetic units.

**Fig 1:**
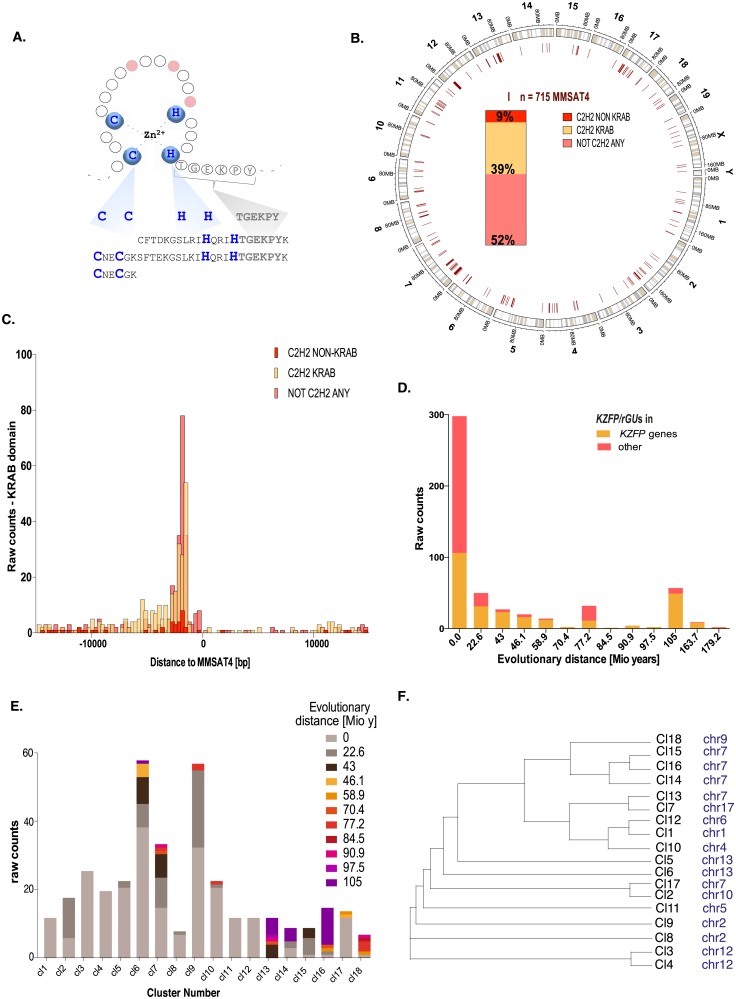
Genomic features and evolutionary origins of murine *KZFP/rGU*s clusters. **(A)** (Top) Schematic representation of a canonical C2H2 zinc finger (ZF) structure, coupled to its 7-amino acids linker, 6 of which (TGEKPY) are highly conserved. The 21–24 amino acid-long ZNF (**C X**_2-4_ **C X**_12_ **H X**_3-4_ **H**) is depicted, with zinc-coordinating cysteines and histidines in blue and putative DNA-contacting residues located at positions -1, 3 and 6 of the alpha helix in red. (Bottom) Consensus sequence of MMSAT4 Satellite Repeat as reported in Repbase, spanning three consecutive but incomplete C2H2 ZNF motifs, each reported on a single line. Highlighted are the canonical cysteine and histidine residues (in blue) and the conserved part of the linker (in grey). **(B)** Circular genomic map displaying the distribution of MMSAT4 elements. Inside the circular plot, stacked bar plot of MMSAT4 elements belonging to C2H2 ZNF protein genes not encoding a KRAB domain, to KRAB C2H2 ZNF protein genes, or to genomic locations not annotated as any type of C2H2 encoding protein genes. **(C)** Positional correlation between MMSAT4 consensus sequences and KRAB-encoding sequences, distinguishing MMSAT4 elements belonging to C2H2 ZNF protein genes not encoding a KRAB domain, to KRAB C2H2 ZNF protein genes, or to genomic locations not annotated as any type of C2H2 encoding protein genes. Genes’ coordinates were extended by 1kb at the 3’ end, and the correlation was calculated over a symmetrical window of 15 kb. **(D)** Raw counts of 518 murine *KZFP/rGU*s shared between phylogenetic branches, belonging to annotated *KZFP* genes or other genetic entities (“other”), with the x-axis representing the evolutionary distances separating the branches. 517/518 of these *KZFP/rGU*s bear a KRAB-encoding sequence within 30 kb upstream of the element itself. **(E)** Age-distribution of *KZFP/rGU*s within clusters. The estimated time of emergence during evolution is color-coded as indicated by the legend. **(F)** Phylogenetic tree of consensus sequences derived per *KZFP/rGU*s cluster, with indication of the chromosome where the relative cluster is located.

### Evolutionary relationships between *KZFP/rGU*s clusters

Through sequence and synteny analysis of murine *KZFP/rGU*s and their flanking sequences [4], we could assign a putative age to about three quarters of these elements (518/715). We found the vast majority to be mouse-restricted, whether *KZFP* genes or pseudogenes and non-annotated entities, and very few to have human orthologs, corresponding to an evolutionary distance of 90.9 million years ago (mya) (Fig 1D). By setting a cutoff of at least 8 MMSAT4 elements less than 500 kilobases (kb) apart, we could further define 18 clusters distributed amongst 11 chromosomes (S1 Table). Some clusters contained both mouse-specific and evolutionarily older *KZFP/rGU*s (e.g. clusters 14 and 16 on chromosome 7), yet none was entirely constituted of highly conserved members, and 5 of the 18 predefined clusters contained exclusively mouse-restricted *KZFP/rGU*s (Fig 1E).

Consistent with previously proposed mechanisms of *KZFP* genes amplification [7], we observed that murine *KZFP/rGU*s shared higher sequence homology within a cluster than amongst spatially unrelated elements (S1B Fig). We thus derived a consensus sequence for each cluster and built a tree based on their degree of similarity. This confirmed that clusters located on a same chromosome were usually more closely related. However, there were exceptions to this trend. For instance, clusters 1 and 12, respectively on chromosomes 1 and 6, were highly homologous, as were clusters 2 and 17, on chromosomes 10 and 7. This strongly suggests that large segment duplications, followed by chromosomal rearrangements, have contributed to the expansion of *KZFP/rGUs*, as previously postulated for canonical *KZFP* genes [5]. Interestingly, clusters partially composed of conserved *KZFP/rGU*s, such as number 14, 16 and 18, segregated away from the others (Fig 1F). Careful examination revealed age-independent clustering of *KZFP/rGU*s within these clusters (S1C Fig).

When further studying *KZFP/rGU*s clusters, we very rarely found genes other than *KZFP*s. The murine genome harbors several million loci derived from transposable elements (TEs), and when examining the density of these units within clusters of *KZFP/rGU*s we found it to be no different than elsewhere in the genome (S1D Fig). However, in *KZFP/rGU*s clusters, we found a marked enrichment in members of two subgroups of ERVs, ERVK and ERV1 (S1E Fig). Similar to *KZFP*s, olfactory and vomeronasal receptor genes (*OLFR* and *VMNR* genes, respectively) have been amplified through rounds of segmental duplications while undergoing positive selection [33, 34]. However, we found neither 14 clusters of *OLFR* genes nor a cluster of *VMNR* genes, each defined as a group of at least 10 such genes situated less than 500 kb apart, to display similarly biased TE distribution (S2 Table, S1F Fig). *KZFP/rGU*s clusters thus exhibit a particular TE content when compared to the rest of the genome or to other gene super-families amplified by related mechanisms.

When examining *KZFP/rGU*s not situated in clusters, we identified several instances where they most likely resulted from retrotransposition, as indicated by the absence of introns, the presence of a poly-A-coding sequence at their 3’ end and their homology with intron-containing cluster-located elements (Fig 2A, left panel). Although they were situated on other chromosomes than their source element, such retrotransposed *KZFP*s displayed signs of positive selection. This was exemplified by the newly annotated pseudogene *Gm8935b*, where a sharp increase in mutations density was found 3’ of a premature STOP codon gained in the processed pseudogene, compared to its apparent donor gene. Moreover, we detected a distinctive enrichment in RNA-polymerase II over *Gm8935b* (Fig 2A, right panel). These observations led us to conclude that *KZFP/rGU*s resulting from retrotransposition events can be transcriptionally active and that, when positively selected, these elements could contribute to seeding new *KZFP/rGU*s clusters.

**Fig 2:**
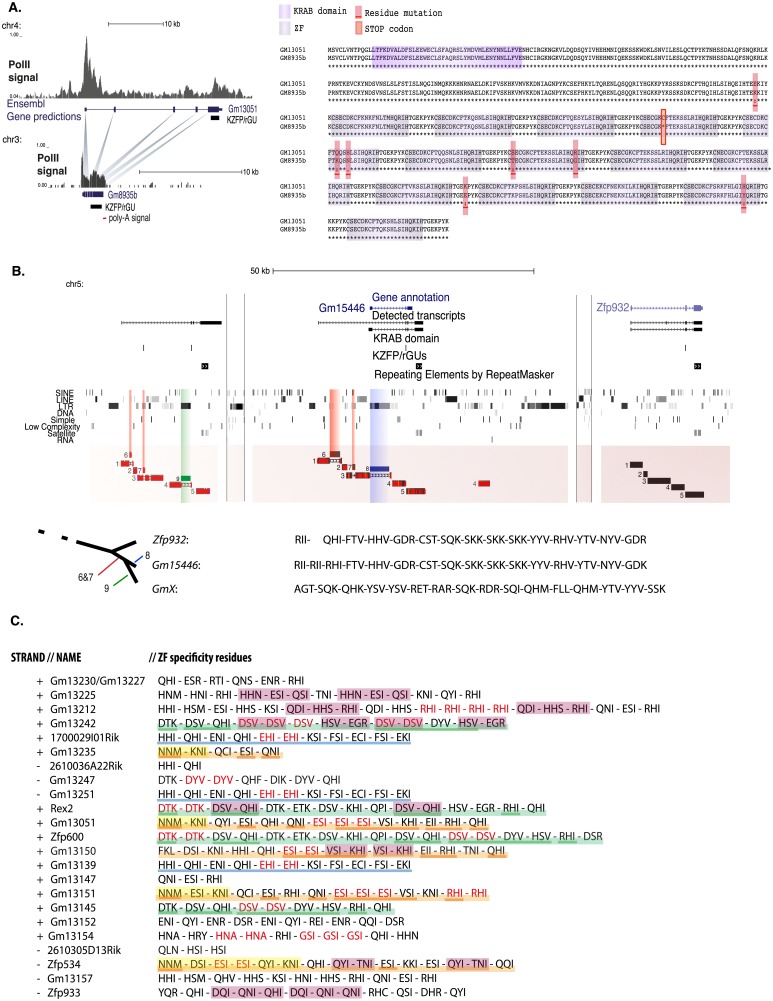
Evolutionary relationships within the *KZFP-rGU*s superfamily. **(A)** (Left) Schematic representation of how retrotransposition of the *KZFP/rGU Gm13051* (located on chromosome 4) may have yielded the *Gm8935b* retrogene (on chromosome 3, to which we gave a different annotation than the one deposited in Ensembl as *Gm8935*, based on similarities with its putative donor gene). ChIP-seq density signal of RNA polymerase II (PolII) at the corresponding loci and genomic structures of *Gm13051* and *Gm8935b* are shown, with thick lines depicting exons and thin lines intronic or non-transcribed sequences. *KZFP/rGU*s (black) and poly-A sequences (red) are annotated separately. (Right) Amino acid sequence comparison of putative GM13051 and GM8935b proteins. KRAB and ZNF domains are shaded in dark and light purple, respectively. Orange rectangle, location of stop codon in GM8935b; red rectangle, mutations located in 3’ UTR. (*) indicates full conservation, (:) amino acids with highly similar properties and (.) unrelated residues. **(B)** (Top) UCSC Genome Browser view of a genomic region containing *KZFP/rGU*-related genes *GmX* (annotated in present study), *Gm15446*, and *Zfp932*, located in cluster 11 on chromosome 5. In order from the top, tracks for: genes annotated in RefSeq, our de-novo transcripts annotation, KRAB-encoding sequences, *KZFP/rGU*s, and repeats as reported in RepeatMasker. BLAT results for segments 1–5 of *Zfp932* over the studied region are shown, with red lines indicating single differences in homologous sequences. (Center) Segments 6 and 7 of *Gm15446*, together with their BLAT results over *GmX*, are highlighted by red vertical bars. Segments 8 and 9, belonging to *Gm15446* and *GmX* are highlighted by blue and green vertical bars, respectively. Homology interruptions of segments 1, 3 and 4 are depicted by hollow bars. Lengths of DNA stretches between genes are not to scale. (Bottom) Putative evolutionary tree of *Zfp932*, *Gm15446* and *GmX*, with their zinc finger signature, that is, for each ZNF the three major DNA-contacting residues. **(C)** Strand, name of the corresponding annotated gene and ZNF specificity residues of *KZFP/rGU*s for which a related transcript was detected in cluster 10. Elements are reported in linear order of appearance in the cluster. Each ZNF, represented by the triplet of its DNA-contacting amino acids, is separated from the others by a dash. Red characters indicate tandem duplications of a given triplet of amino acids. Colored underlining highlights triplets conserved in multiple putative and bona-fide *KZFP* genes, to mark potential paralogs and closely related genes or pseudogenes. Pink shading marks triplets repeated multiple times, in the same order, within one *KZFP* gene or pseudogene. Yellow shading marks the first triplets of highly homologous genes *Gm13235*, *Gm13051*, *Gm13151*, *Zfp534*, exemplifying the variability of divergence patterns observed within a cluster.

### Sequence evolution of *KZFP/rGU* paralogs

The analysis of *KZFP/rGU*s revealed that individual units accumulated various degrees of mutations, some of which compromised their coding potential. However, of 1306 C2H2-encoding transcripts that could be assigned to *KZFP/rGU*s in murine embryonic stem cells (mESC), 734 mapped to entries of the Ensembl listings of genes, accounting for multiple isoforms of a totality of 252 genes. Of those, more than three quarters (196/252) corresponded to *bona fide KZFP* genes, 13% (34/252) to non-KRAB *ZFP* genes and 9% (22/252) to other genes. Of 572 novel transcripts, 490 coded for a stretch of C2H2 zinc fingers preceded by a KRAB domain in the same reading frame and without intervening STOP codon (S1 File, S3 Table). This suggests that positive selection is acting to preserve the functional core of most of these elements.

Retracing the full evolutionary history of *KZFP/rGU* clusters remains a complicated task, due to both persistent retrotransposition activity of many mouse TEs and confounding effects of partially overlapping genomic rearrangements (S2B Fig). We thus designed an additional approach to date the emergence of mouse-specific and closely related *KZFP/rGU*s. For this, we focused on the regions directly bordering *KZFP/rGU*s and studied their sequence conservation after splitting them in segments, which we considered as separate units. Coupling our analysis to newly annotated *KZFP/rGU*s-containing transcripts helped us circumscribe the region of interest to the one enclosed by gene borders, although segments numbers and limits were arbitrarily fixed. As an example, cluster 11 contains three *KZFP/rGU*s: *Zfp932*, *Gm15446* and a putative gene not annotated in the RefSeq nor in other genes repositories, which we named *GmX*. *Zfp932* and *Gm15466* are known paralogs, recently characterized through genomic and functional studies as responsible for recognizing partly overlapping sets of TEs [35]. By defining discrete segments of DNA within the regions spanning *Zfp932* and *Gm15466*, we could determine by BLAT [36] that the next most conserved sequence was spanning *GmX*. Taking *Zfp932* (Fig 2B, segments 1–5) as main viewpoint allowed us to single out a series of new segments (Fig 2B, segments 6–9) that disrupted homology between the three genes. Segments 6–7 were present in *Gm15446* and *GmX*, but not in *Zfp932*, while segment 8 was restricted to *Gm15446* and segment 9 to *GmX*. Furthermore, several nucleotide differences were found within the studied segments of paralogs *Zfp932* and *Gm15446*, and even more when comparing them to *GmX*. Taking into account the sum of these observations, we could draw a tree representing the likely sequential emergence of these genes, with *Zfp932* followed by *Gm15446* and then *GmX*. Interestingly, the ZNF signature of *GmX* strongly differs from those of *Zfp932* and *Gm15446*, which are highly similar. Accordingly, segment 5, which spans the *KZFP/rGU* of each of these three genes, was the least conserved within the whole cluster. A broader examination of the specificity residues, that is, of the amino acids at positions -1, 3 and 6 of the DNA-contacting alpha helix, encoded by *KZFP/rGU*s of cluster 10 similarly revealed complex mechanisms of diversification of neighboring poly-zinc fingers, with evidence for duplications, deletions, inversions and mutations of ZNF-coding sequences. Triplets of the DNA-contacting residues belonging to one ZNF could be duplicated in tandem up to 4 times, and combinations of 2 to 7 sequential triplets could be repeated within the same gene or pseudogene. These repetitions were different between highly homologous signatures, which were not residing in adjacent *KZFP/rGU*s and could even be encoded on the opposite strand (Fig 2C). Together, these data support the model of a high level of plasticity within poly-zinc fingers coding sequences, with fast emergence of new zinc fingerprints, which either get fixed by positive selection or lose their coding potential and degenerate.

### Transcriptional regulation of *KZFP/rGU*s

We next assessed by RNA-Seq the transcription of *KZFP/rGU*s in three distinct murine cell types: mESC, hepatocytes and MEFs. Each displayed a specific pattern of *KZFP/rGU* expression, with mESC transcribing the highest number of elements (Fig 3A, S4 Table). The ZNF-coding region of *KZFP* genes was previously demonstrated to recruit KAP1, and to be secondarily subjected to trimethylation of histone 3 on lysine 9 (H3K9me3) [37, 38]. ChIP-seq analyses confirmed the extensive binding of KAP1 at *KZFP/rGU*s in mESC, MEF and Hepa-1.6, a murine hepatoma cell line that we used as a surrogate for hepatocytes (Fig 3B). 

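KAP1 ChIP-seq was performed on 1 library of Hepa 1.6 cells, and the authors deposited the position of each peak with a score. The Supplemental Procedures state that reads were mapped to the mm9 mouse assembly with Bowtie 2 and that peaks were called with MACS against total input, with a cutoff score of 80. The list held 13366 peaks with scores between 80 and 3220 and a median score of 149. The peaks had a median width of 701 bp and covered 0.411% of the genome. The peak list does not give the number of reads behind each peak, so the sequencing depth is unknown here, and without a replicate the spread between libraries cannot be measured. The KZFP/rGUs were the 560 elements whose mm9 coordinates are given in S4 Table, out of the study's 715. S4 Table lists RNA-seq counts, and for RNA-seq the Supplemental Procedures set aside genes and TEs with few reads. The 560 may therefore lack elements with little expression or few uniquely mapped reads, and shares among them need not hold for all 715. A peak was counted at an element when both shared at least 1 bp, and counts were set against 10000 shuffles of the peaks within their chromosome, a permutation test of where the peaks lie in this library. Shares are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only.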

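In Hepa 1.6 cells, a KAP1 peak was found over 126 of the 560 KZFP/rGUs, or 22.5% of them (95% confidence interval 19.1% to 26.2%). The shuffled peaks covered 5.52 elements on average and never more than 15. The observed number was therefore 22.8-fold the expected one (one-sided permutation p = 0.0001, the smallest value that 10000 shuffles can give). Fisher's exact test of peaks and elements with bedtools gave an odds ratio of 31.5 (right-tail p = 1.73e-137). These elements were covered by 133 peaks, or 0.995% of the list. The alternative that moved the fold most was to accept peaks within 1 kb of an element, which gave 130 elements and 11.6-fold. The middle of 106 peaks lay within 500 bp of the middle of an element, and that of 208 peaks within 10000 bp. The highest score of a KAP1 peak inside a cluster was 3100, for the peak on chromosome 7 from 30577383 to 30578673 in an exon of the protein-coding gene Zfp30, over the element from 30577628 to 30578687. The mm9 plus strand from 30578109 to 30578192, inside both the peak and the element, reads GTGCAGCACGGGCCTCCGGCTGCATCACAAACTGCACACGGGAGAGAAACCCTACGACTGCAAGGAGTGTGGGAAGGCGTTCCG. The next score, 2051, belonged to the peak on chromosome 13 from 66221898 to 66224361 in cluster 6, which lay over an element and a transcript start of Gm16512. It was followed by a score of 2041 on chromosome 7 from 6681610 to 6683130, at a transcript start of Peg3 and 51094 bp from the closest KZFP/rGU. From the overlaps in the 3 cell types, of which Hepa 1.6 cells were analysed here, the paper concludes that KAP1 binds extensively at KZFP/rGUs.

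**Figure D1:**
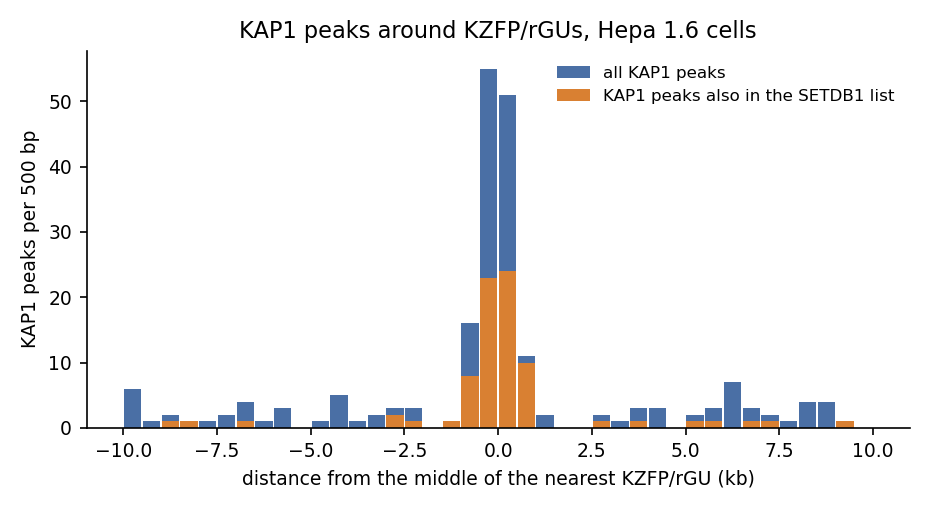
Number of KAP1 peaks of Hepa 1.6 cells per 500 bp (y axis) by the distance in kb between the middle of the peak and the middle of the nearest KZFP/rGU (x axis). Blue bars count all KAP1 peaks and orange bars, drawn in front, those that the SETDB1 list also holds. The 106 peaks within 500 bp form the summit.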

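The clusters were rebuilt from the 560 KZFP/rGUs of S4 Table with the paper's rule of at least 8 elements less than 500 kb apart, which gave 16 clusters on 8 chromosomes with a total length of 22.6 Mb and 379 elements. The paper has 18 clusters on 11 chromosomes from 715 elements, so the rebuilt set is not the same. Numbers of clusters are those of S3 Table, of which the first 948 of 1624 rows were used, for the coordinates of clusters 3, 4, 5, 6 and 10 alone. In Hepa 1.6 cells, 223 KAP1 peaks lay inside the 16 clusters, against 101.0 on average after shuffling, a 2.21-fold excess (one-sided permutation p = 0.0001, the smallest value that 10000 shuffles can give). Taken one by one, 10 of the 16 clusters had more KAP1 peaks than shuffled peaks with an adjusted permutation p under 0.05 (Benjamini-Hochberg over the clusters), while 6 did not. With only the 50% of peaks that have the highest scores, 6 clusters passed. When all peaks of a chromosome were rotated together, which keeps their spacing, the excess over all clusters had a permutation p = 0.0004, 6 clusters had an unadjusted p under 0.05 and 0 clusters passed after adjustment. The ratio of observed to expected peaks ranged from 0.855 to 4.87 between clusters, with a median of 2.65. Cluster 6 on chromosome 13, rebuilt from 65350952 to 67927187 with 68 elements, had the most KAP1 peaks, 43 against 14.4 expected. A group of as many elements on chromosome 2, from 174843733 to 177803008, had 20 peaks against 16.4 expected (adjusted permutation p = 0.3). How uniquely reads map in each cluster was not examined here. A missing excess therefore does not show that KAP1 is absent.

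**Figure D2:**
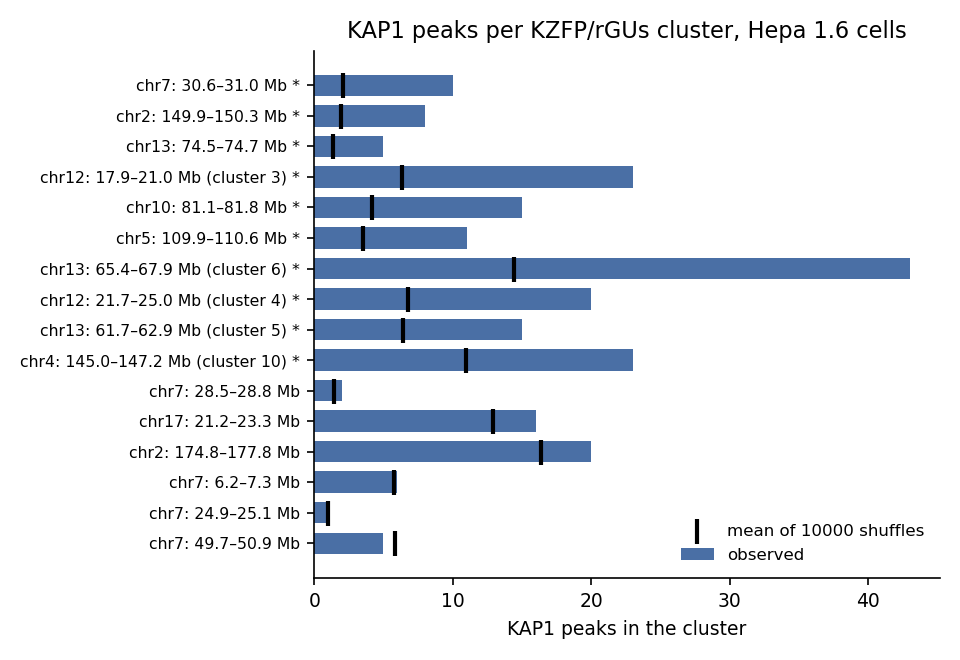
KAP1 peaks of Hepa 1.6 cells (x axis) in each of the 16 rebuilt clusters (y axis, with mm9 positions and the cluster number where S3 Table was used), ordered by the ratio to the shuffled mean. Bars are observed numbers, black ticks the mean of 10000 shuffles within the chromosome, and asterisks mark the 10 clusters with an adjusted permutation p under 0.05.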

The density of KAP1 peaks correlated with that of *KZFP/rGU*s over many clusters in all three tissues, including clusters completely devoid of annotated protein-coding genes (S3A–S3C Fig). However, *KZFP/rGU*s themselves only accounted for a fifth to at most a third of all of KAP1 peaks within these regions, where they were largely outnumbered by TEs (Fig 3C).

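Of the 223 KAP1 peaks inside the rebuilt clusters in Hepa 1.6 cells, 81 overlapped a KZFP/rGU, which is 36.3% (95% confidence interval 30.0% to 43.0%). The other 142 did not. Among the 50% of the KAP1 peaks with the highest scores, 45.7% of the in-cluster peaks were over KZFP/rGUs, a share above that interval, whereas the other ways of defining overlaps and clusters gave between 32.9% and 39.4%. TEs were not annotated here. From the remainder of the in-cluster peaks, which Fig 3C assigns mostly to TEs, the paper states that KZFP/rGUs were outnumbered by TEs as sites of KAP1 binding.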

**Fig 3:**
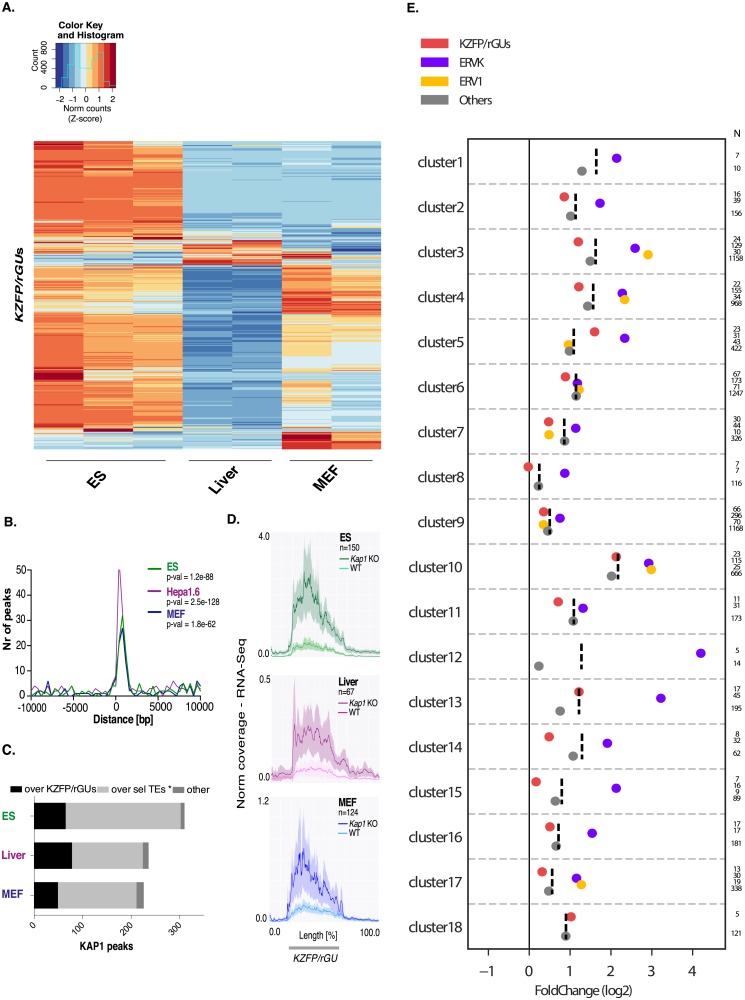
KAP1 binds to *KZFP/rGU*s and neighboring TEs. **(A)** Heatmap of RNA-Seq depicting expression levels of *KZFP-rGU*s-derived transcripts in WT mES cells, liver cells and MEFs. Exact values were reported in S4 Table. **(B)** Positional correlation between *KZFP/rGU*s and KAP1 peaks in mES cells, Hepa 1.6 cells and MEFs, over a window of 10 kb. In the legend, indication of the p-values obtained by Fisher’s exact test. **(C)** Distribution analysis of KAP1 peaks located within *KZFP/rGU*s clusters per tissue. Selected TEs (“Sel. TEs”) comprise repeats annotated in RepeatMasker excluding Satellite, Simple, Low Complexity, Unknown repeats and subgroups counting less than a 100 hits among all *KZFP/rGU*s clusters. Peaks overlapping yet other entities, for instance genes, are listed as “other”. **(D)** Normalized RNA-Seq average coverage over significantly dysregulated *KZFP-rGU*s, considering a flanking region of 1.5 kb upstream and 3.5 kb downstream of each element, in mES (top), liver (center) and MEF (bottom) WT and *Kap1* KO cells. Shaded curves represent the 95% confidence interval around the mean. **(E)** Mean log2 of the expression fold change upon *Kap1* removal in mES cells of elements present in *KZFP/rGU*s clusters: *KZFP/rGU*s, ERVKs, ERV1s and the rest of TEs (“others”) (dots), as well as their total average (dashed line). The analysis was performed per cluster, with the number of elements in each category reported on the right (categories with fewer than 5 elements were not considered).

Upon *Kap1* knockout (KO), many *KZFP/rGU*s were upregulated in all three tissues, albeit with some differences: in mESC, 145 out of 150 dysregulated elements increased in expression, while for liver and MEF the ratios were 66/67 and 77/124, respectively (Fig 3D). Noteworthy, *KZFP/rGU*s upregulation upon KAP1 depletion was significant in mESC and liver only for elements situated within clusters, but not for their more isolated counterparts, while in MEF it was significant in neither setting (S3D Fig). We explored more in depth the apparently collective behavior of *KZFP/rGU*s located within a same cluster upon KAP1-depletion. For this, we scrutinized cluster 10, which contained the highest fraction of upregulated elements in these systems (23/25 in mESC, 15/25 in liver and MEF). We first found that, in spite of a high degree of homology between these *KZFP/rGU*s, their promoter regions were markedly divergent (S3E Fig). Second, only a third of these units (8/25) were deregulated in all three tissues, all the others behaving in a cell-specific manner. *KZFP/rGU*s transcription, as its perturbation, was not restricted to elements that were part of previously annotated protein-coding genes, and it always occurred in the sense orientation, indicating that transcriptional read-through from other units, which would have contributed both sense and antisense transcripts, was not significantly affecting our analysis (S3F Fig).

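For comparison with the clusters of KZFP/rGUs, clusters of olfactory (OLFR) and vomeronasal (VMNR) receptor genes were rebuilt from the GENCODE annotation of mm9, with the rule that the paper gives for them, at least 10 genes less than 500 kb apart, after the data had been examined. Genes whose names start with Olfr or Vmn were taken whatever their annotated type, without leaving out pseudogenes. This gave 23 OLFR clusters over 27.4 Mb and 13 VMNR clusters over 21.1 Mb. In Hepa 1.6 cells, KAP1 peaks numbered 9.88 per Mb in KZFP/rGUs clusters, 4.74 per Mb in OLFR clusters and 4.23 per Mb in VMNR clusters. The 130 peaks in OLFR clusters were 0.880-fold the mean of 10000 shuffles within the chromosome, and the 89 peaks in VMNR clusters 0.781-fold, so that neither exceeded it (one-sided permutation p = 0.942 and p = 0.994).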

Noteworthy, along with the higher density of KAP1 peaks measured within *KZFP/rGU*s clusters compared to *OLFR* and *VMNR* genes clusters, we found an important frequency of upregulated TEs in *Kap1* KO tissues (S3G Fig). TEs are subjected to KAP1-mediated repression via sequence-specific tethering by KZFPs [15, 35, 39–41]. Elements of the ERVK and ERV1 subgroups were found to be preferential sites of KAP1 recruitment within *KZFP/rGU*s clusters, but other TEs and *KZFP/rGU*s were equally upregulated upon KAP1 removal (Fig 3E and S3H and S3I Fig), indicating that de-repression then extended to the whole cluster when KAP1-targeted TEs lost the regulator.

### Mechanisms of *KZFP/rGU*s clusters control

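SETDB1 was also profiled by ChIP-seq in 1 library of Hepa 1.6 cells. The list of peaks deposited for it held 2957 entries, all of which were identical in position, name and score to entries of the KAP1 list of the same cells. It is therefore described here as the set of KAP1 peaks that also belong to the SETDB1 list, with the KAP1 score, and SETDB1 sites without KAP1 were not analysed here. The 3 KAP1 peaks with the highest scores inside clusters were all in it. Listed peaks lay over 62 of the 560 KZFP/rGUs, or 11.1% (95% confidence interval 8.59% to 14.0%), against 1.44 elements after shuffling, a 43.2-fold excess (one-sided permutation p = 0.0001, the smallest value that 10000 shuffles can give). Because of how the list is made, this excess includes that of KAP1 itself. Of the 133 KAP1 peaks over KZFP/rGUs, 66 were in the SETDB1 list, which is 49.6% (40.8% to 58.4%), whereas 21.8% (21.1% to 22.6%) of the other 13233 KAP1 peaks were. KAP1 peaks over KZFP/rGUs had higher scores, with a median of 271 against 149. Among peaks with a score above the median of the whole list, the shares were 60.8% (50.4% to 70.6%) over KZFP/rGUs and 27.4% (26.4% to 28.5%) elsewhere. SETDB1 after Kap1 knockdown was not analysed here.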

The histone lysine methyltransferase (KMT) SETDB1, a mediator of KAP1-induced repression, was also enriched at *KZFP/rGU*s, where its recruitment markedly dropped upon *Kap1* knockdown, in agreement with previous findings for canonical *KZFP* genes [38] (S4A Fig). Furthermore, the same range of *KZFP/rGU*s was upregulated in *Kap1* and *Setdb1* KO mESC (Fig 4A), indicating that the transcriptional dysregulation recorded at these loci was likely mediated by the canonical KAP1-SETDB1 complex, known to lead to H3K9me3 deposition and silencing of underlying elements [21, 37, 42–44].

**Fig 4:**
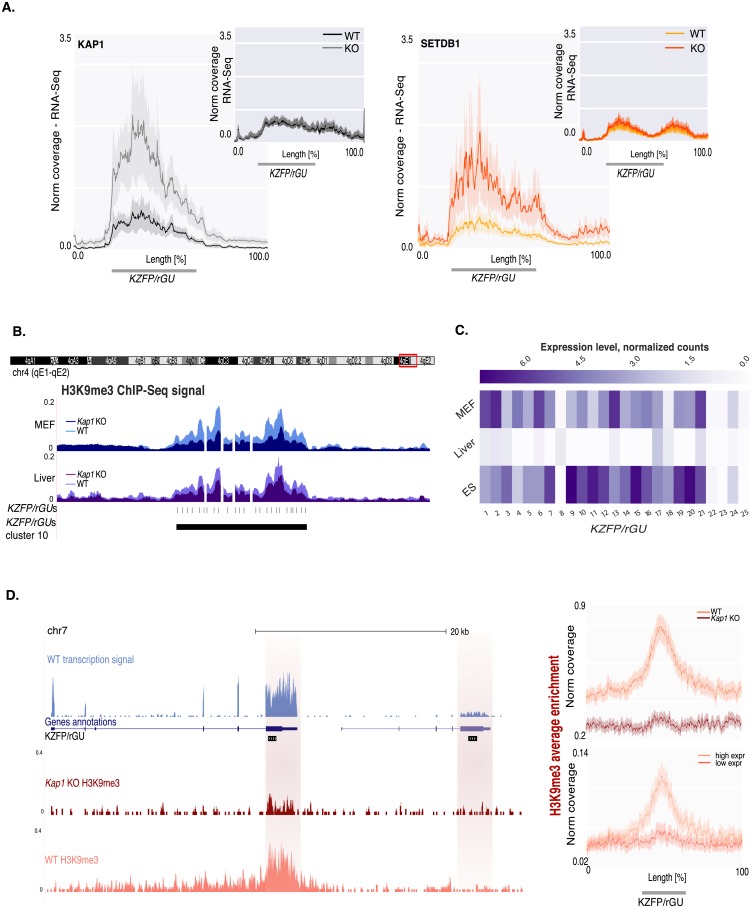
KAP1 and SETDB1-mediated transcriptional regulation of *KZFP/rGU* clusters. **(A)** Normalized RNA-Seq average coverage over *KZFP-rGU*s, considering a flanking region of 1.5 kb upstream and 3.5 kb downstream of each element. Shaded curves represent the 95% confidence interval around the mean. RNA-Seq data is plotted for *KZFP/rGU*s upregulated (main panels) or unaffected (smaller top right inserts) in either *Kap1* (left) or *Setdb1* (right) KO ES cells. **(B)** UCSC Genome Browser view of H3K9me3 ChIP-Seq profiles over *KZFP/rGU*s in cluster 10 in WT and *Kap1* KO cells (light and dark color shades, respectively) for MEFs (top track), and liver cells (bottom track). Underneath, tracks for single *KZFP/rGU*s and for clusters are shown. **(C)** Heatmap illustration of RNA-Seq signal over *KZFP/rGU*s in cluster 10, reported linearly in their genomic order, for MEFs, liver and ES cells. **(D)** (Left) UCSC Genome Browser view of two *KZFP* genes with RNA-Seq profiles of WT MEFs (blue) and H3K9me3 of WT and *Kap1* KO MEFs (red and pink, respectively). Below the RNA-Seq profile, genes annotated in RefSeq and the *KZFP/rGU*s tracks are displayed. The 3’ end of *KZFP* genes is highlighted by red-shaded vertical bars. (Right) Normalized H3K9me3 ChIP-Seq enrichment over (upper panel) *KZFP/rGU*s in WT and *Kap1* KO MEFs, and (lower panel) *KZFP/rGU*s highly and lowly expressed in WT MEFs, including 5.5 kb on each side of *KZFP/rGU*s.

Although KAP1-dependent deposition of H3K9me3 could be so extensive as to appear as covering entire *KZFP/rGU*s clusters both in MEF and liver, the underlying elements were actively transcribed (Fig 4B). 

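H3K9me3 ChIP-seq of mouse embryonic fibroblasts (MEF) was represented by 1 WT and 1 Kap1 KO library, for which the authors deposited peak positions with a score. No replicate was analysed, so no p-value between genotypes is given. The Supplemental Procedures give a cutoff score of 80, while the lowest score was 50.01 in the WT list and 50.03 in the Kap1 KO list, and all deposited peaks were used. The WT list held 14425 peaks, of which 7204 had a score of at least 80, and the Kap1 KO list 4319 peaks, of which 1482 did. Peaks covered 9.19 Mb of the genome in WT and 4.53 Mb in Kap1 KO cells. The depth of the libraries is unknown here, and a list of peaks shows only signal that passed the authors' threshold.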

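In WT MEF, 367 H3K9me3 peaks lay inside the 16 rebuilt KZFP/rGUs clusters, where they covered 1.70% of the bases, or 5.08-fold the 0.334% covered in the rest of the genome. In Kap1 KO MEF, 25 peaks covered 0.0938% of the cluster bases. Elsewhere they covered 0.171%, or 0.0750% without the distal end of chromosome 10, from 110000001 to 129993255, where 1180 Kap1 KO peaks lay. Kap1 KO peaks were 6.38% (95% confidence interval 4.17% to 9.27%) of the peaks of both genotypes in clusters. This share was 17.7% when the same number of peaks was taken from both genotypes by their score. Coverage was uneven between clusters. Cluster 10 on chromosome 4, from 145039512 to 147201054, had 189 WT peaks over 12.4% of its bases and 15 Kap1 KO peaks over 0.592%. WT peaks covered 8.33% of a group of 17 elements on chromosome 10, from 81126848 to 81842043, and 0.0493% of cluster 4, while 2 of the 16 groups had no WT peak. Without cluster 10, WT peaks covered 0.564% of cluster bases. The highest WT score in a cluster was 1359.13, on chromosome 13 from 74665815 to 74668563, between genes. It was followed by 1306.31 on chromosome 4 from 145416592 to 145422500, in an exon of the pseudogene 1700029I01Rik and over a KZFP/rGU, and by 1305.56 on chromosome 12 from 20232544 to 20240675, between genes in cluster 3. In Kap1 KO cells, the highest scores were 294.24 on chromosome 12 from 20236629 to 20240307, then 234.75 on chromosome 4 from 145721671 to 145724009 and 151.6 on chromosome 4 from 145426726 to 145427492.

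**Figure D3:**
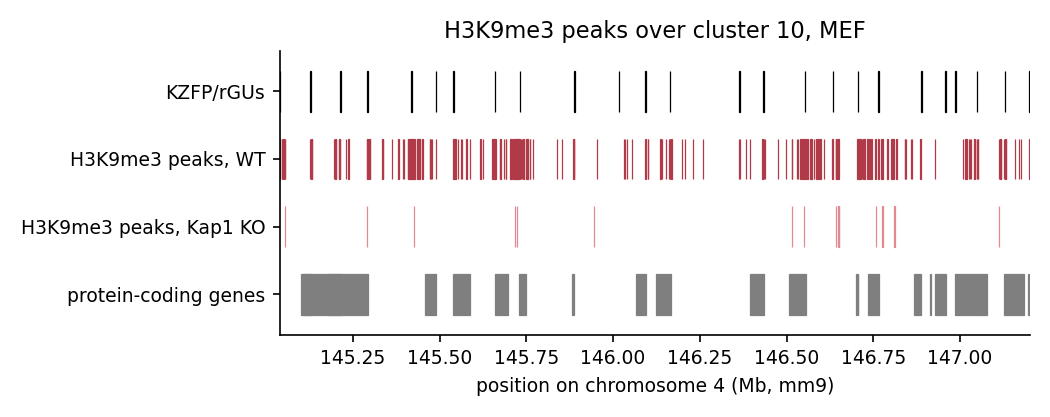
Map of cluster 10 (x axis, position on chromosome 4 of mm9 in Mb) with the 25 KZFP/rGUs, the 189 H3K9me3 peaks of WT MEF, the 15 of Kap1 KO MEF and the protein-coding genes, each drawn to scale as bars on its own line.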

Remarkably, neighboring elements within a cluster could display from rather homogeneous to very dissimilar expression levels in a given tissue, and the same element could be highly expressed in one cell type and barely detectable or completely silenced in another (Fig 4C). 

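In WT MEF, an H3K9me3 peak covered the middle of 89 of the 560 KZFP/rGUs, or 15.9% (95% confidence interval 13.0% to 19.2%). S4 Table gives no strand, so both sides of an element were pooled. At 1000 bp from the element 6.34% of the positions were under a peak, at 3000 bp 1.96%, and at 10000 bp 1.34%. For direction, 341 protein-coding genes of the GENCODE annotation of mm9 with a KZFP/rGU in an exon were examined. A WT H3K9me3 peak lay within 1000 bp of the 3' end of 63 of these genes, or 18.5% (14.5% to 23.0%), and within 1000 bp of the start of 23, or 6.74% (4.32% to 9.95%). Both places had a peak in 18 genes. H3K27ac peaks of WT MEF showed the opposite placement, with 234 genes at the start and 4 at the 3' end. These intervals count genes within a single library and do not measure variation between libraries.

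**Figure D4:**
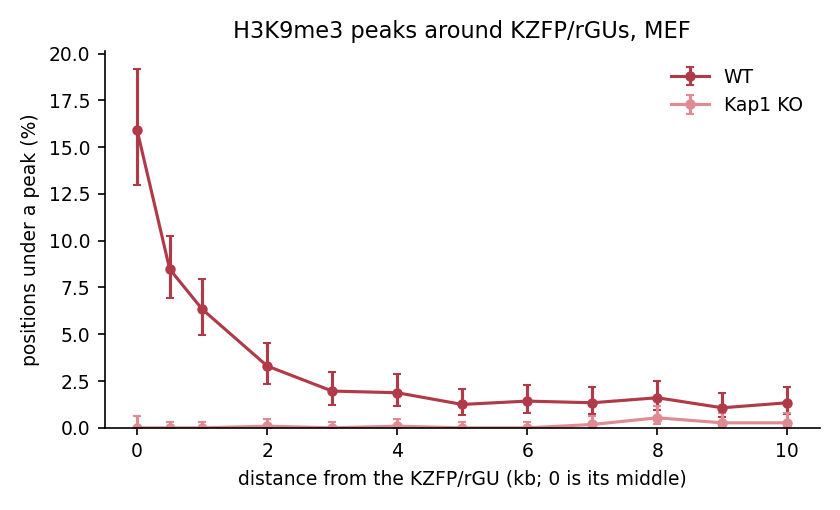
Percent of positions under an H3K9me3 peak (y axis) at the middle of the 560 KZFP/rGUs and at fixed distances in kb on both sides of them (x axis), in WT and Kap1 KO MEF. Error bars are exact 95% confidence intervals. WT falls from 15.9% at the middle to 1.34% at 10 kb, and Kap1 KO stays at or under 0.536%.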

A closer examination revealed that H3K9me3 was not homogeneously distributed over clusters, being very high over the 3’ end of *KZFP* genes and *KZFP/rGU*s but practically absent from their promoters (Fig 4D, left). Loss of H3K9me3 upon *Kap1* removal was observed over the entire cluster, including every 3’ end of *KZFP/rGU*s (Fig 4D, top right). Nevertheless, there was no correlation between its loss and the upregulation of the underlying element in *Kap1* KO cells, and this mark was particularly abundant over highly transcribed *KZFP/rGU*s (Fig 4D, bottom right, S4C Fig).

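H3K9me3 peaks of WT MEF lay over 124 of the 560 KZFP/rGUs, or 22.1% (95% confidence interval 18.8% to 25.8%), which is 25.6-fold the number after shuffling (one-sided permutation p = 0.0001, the smallest value that 10000 shuffles can give). In Kap1 KO MEF, peaks lay over 1 element, against 1.42 after shuffling (permutation p = 0.756). That element, on chromosome 4 from 145291186 to 145293637 in cluster 10, had a peak in WT as well. WT peaks lay over 65 of the 379 elements in clusters, or 17.2% (13.5% to 21.3%), and over 59 of the 181 outside clusters, or 32.6% (25.8% to 39.9%). Cluster 10 had WT peaks over 20 of its 25 elements. At the 3' end of the 341 genes, the Kap1 KO list had 0 peaks. Of the 367 WT peaks in clusters, 14 overlapped a Kap1 KO peak, or 3.81% (2.10% to 6.32%). Outside clusters, 448 of 14058 WT peaks did, or 3.19% (2.90% to 3.49%), so the share kept was not detectably different inside and outside the clusters. In alternatives chosen after the data had been examined, it was 2.74% outside without the distal end of chromosome 10 and 1.12% inside without cluster 10. With the same number of peaks from both genotypes, the shares were 7.76% inside and 4.57% outside. From the lower signal in Kap1 KO cells, the paper states that H3K9me3 was lost over the whole cluster.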

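Expression in WT MEF was taken as the mean of the 2 WT MEF columns of S4 Table, which are the paper's normalized values, and was used only to rank the 560 KZFP/rGUs. A WT H3K9me3 peak lay over 53 of the 140 elements with the highest expression, or 37.9% (95% confidence interval 29.8% to 46.4%), and over 18 of the 140 with the lowest, or 12.9% (7.80% to 19.6%). The groups between them, from lower to higher expression, had 20 and 33 elements with a peak, each out of 140. The highest and the lowest group differed by 25.0 percentage points (14.5 to 35.0). Of the 140 most expressed elements, 21 belonged to cluster 10. When the elements of cluster 10 were left out and the rest ranked again, the difference was 15.1 points (5.04 to 25.0), the largest shift among the alternatives measured in percentage points. Where a peak was present, its highest score had a median of 231.76 in the most expressed group and 115.07 in the least expressed. Of the 53 elements with a peak in the most expressed group, 34 lay outside cluster 10. The least expressed group had 0 elements in cluster 10. These medians were not computed without cluster 10, so their difference may reflect that cluster. Elements of one cluster are not independent, so no p-value is given. Upregulation in Kap1 KO cells was not analysed here.

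**Figure D5:**
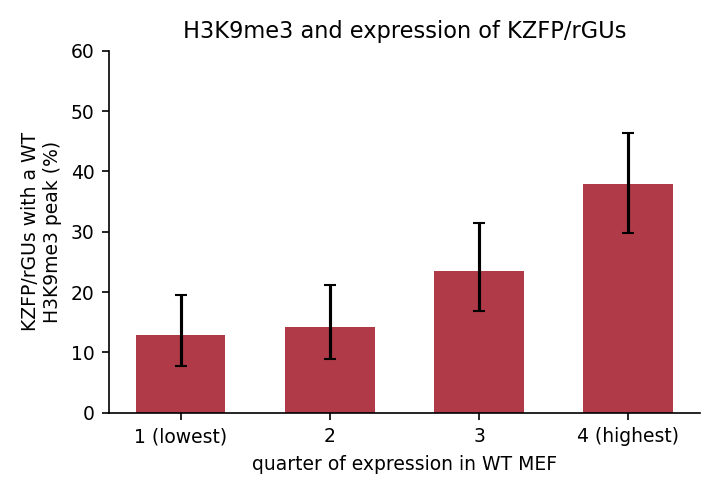
Percent of KZFP/rGUs with a WT H3K9me3 peak (y axis, bars) by expression in WT MEF (x axis), in groups of 140 elements from the lowest to the highest. Error bars are exact 95% confidence intervals. The share rises from 12.9% to 37.9%.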

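H3K27ac ChIP-seq of MEF was represented by 1 WT and 1 Kap1 KO library. The authors deposited 36275 WT peaks and 36436 Kap1 KO peaks with their scores, called by MACS on mm9 like the other lists. The lowest score was 50 in WT and 50.01 in Kap1 KO cells, and 32747 and 32722 peaks had a score of at least 80. Peaks covered 86.2 Mb of the genome in WT and 84.7 Mb in Kap1 KO cells, with median widths of 1985 and 1927 bp. A Kap1 KO peak that shared no base with a WT peak was counted as Kap1 KO only, and the reverse as WT only. This gave 8322 Kap1 KO only and 8269 WT only peaks over the genome. Because a single library of each genotype was analysed, such a peak may have been missed in the other list for lack of depth, and no p-value between genotypes is given. The positions of the gained peaks were set against 10000 shuffles of the clusters within their chromosome.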

We thus examined the impact of KAP1 depletion on the prevalence of H3K27ac, a histone mark associated with active promoters and enhancers, within *KZFP/rGU*s clusters. 

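Inside the 16 rebuilt KZFP/rGUs clusters of MEF, 108 H3K27ac peaks were found in Kap1 KO cells only and 18 in WT cells only. Kap1 KO only peaks were 30.9% (95% confidence interval 26.1% to 36.1%) of the 349 Kap1 KO peaks in clusters and 22.8% (22.3% to 23.2%) of those outside. WT only peaks were 6.92% (4.15% to 10.7%) of the 260 WT peaks in clusters and 22.9% (22.5% to 23.3%) of those outside. Clusters shuffled within their chromosome held 63.2 Kap1 KO only peaks, so the observed number was 1.71-fold the mean of the shuffles (one-sided permutation p = 0.0102). When Kap1 KO only peaks were called again among the 50% of peaks that have the highest scores in each list, the excess was 1.42-fold (permutation p = 0.12), and without cluster 10, an alternative chosen after the data had been examined, it was 1.18-fold (p = 0.252). Over all alternatives this p ranged from 0.0069 to 0.252. The 5 clusters that S5A Fig names were also counted one by one with the coordinates of S3 Table, which can be wider than the rebuilt ones. Cluster 10 had 38 Kap1 KO only and 2 WT only peaks, and cluster 6 on chromosome 13, from 65055329 to 67927187, had 25 and 4. Clusters 3, 4 and 5 had 17, 8 and 9 Kap1 KO only peaks. In cluster 6, 21 of the 25 Kap1 KO only peaks started before 67 Mb, where 3 of the 31 peaks of both genotypes did, a split chosen after the map was seen. Of the 108 peaks, 24 were within 1 kb of an annotated transcript start and 84 were not. The gain was not uniform: 11 of the 16 clusters had more Kap1 KO only than WT only peaks, 3 had fewer and 2 had as many.

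**Figure D6:**
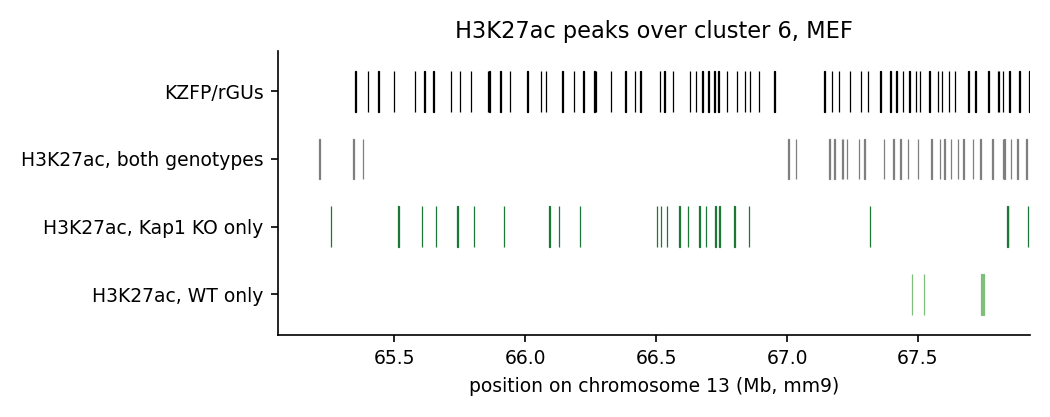
Map of cluster 6 (x axis, position on chromosome 13 of mm9 in Mb) with the KZFP/rGUs and the H3K27ac peaks of MEF found in both genotypes, in Kap1 KO cells only (25) and in WT cells only (4). Bars are drawn to scale.

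**Figure D7:**
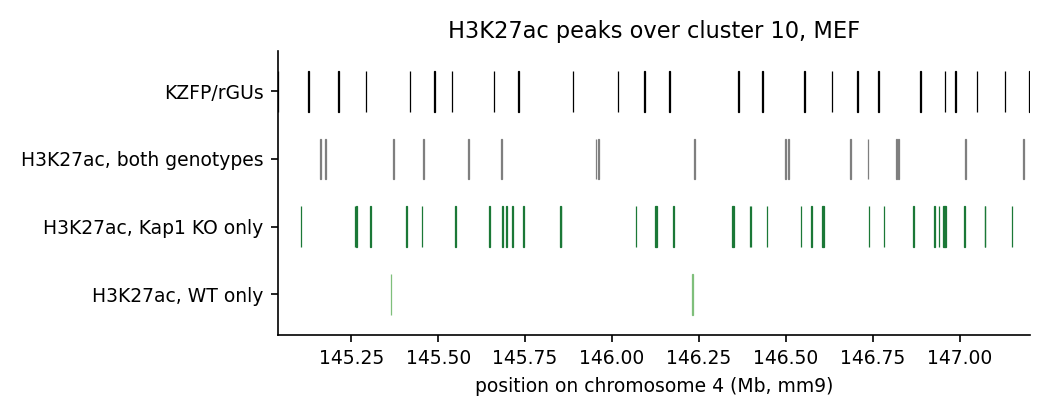
Map of cluster 10 (x axis, position on chromosome 4 of mm9 in Mb) with the 25 KZFP/rGUs and the H3K27ac peaks of MEF found in both genotypes, in Kap1 KO cells only (38) and in WT cells only (2). Bars are drawn to scale.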

In clusters where a high fraction of *KZFP/rGU*s were dysregulated upon *Kap1* KO in MEF cells, many new sites became enriched for this mark, most of which were just upstream of previously unidentified transcriptional start site (TSS, Fig 5A, left). ChIP-qPCR for H3K4me1, another histone modification marking actively transcribed promoters, confirmed the activation of numerous *KZFP/rGU*s genes in these clusters upon *Kap1* deletion (Fig 5A, bottom right panel). Other regions within *KZFP/rGU*s clusters, not corresponding to any TSS, gained H3K27ac (Fig 5B and S5A Fig). These did not overlap with *KZFP/rGU*s themselves, but with TEs from all subclasses (S5B Fig). 

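In MEF, bases under a Kap1 KO but not a WT H3K27ac peak made up 0.904% of the KZFP/rGUs clusters. Without Kap1 KO peaks within 1 kb of an annotated transcript start, they still made up 0.630%. The transcripts that the paper assembled were not used for this step. The same measures were 0.468% and 0.356% in the OLFR clusters and 0.232% and 0.207% in the VMNR clusters. In clusters 3 to 6 and 10 as a group, with the S3 Table coordinates, they were 1.32% and 0.987%, and in cluster 10 alone 3.45% and 2.09%. Bases under a WT but not a Kap1 KO peak were 0.235% of the KZFP/rGUs clusters, 0.189% of the OLFR clusters and 0.0974% of the VMNR clusters. The gained peak with the highest score, 1391.14, lay in cluster 5 on chromosome 13 from 61872090 to 61875381, between genes and 30227 bp from the closest annotated transcript start. The next, with a score of 1217.61, lay in cluster 3 on chromosome 12 from 18798940 to 18802718, at 57009 bp from a transcript start of Gm3944. The third, with 1181.08, was on chromosome 10 from 81515057 to 81517260, at 3902 bp from a transcript start of Zfp873. The paper reports that cluster regions away from any transcript start gained the mark. For S5A Fig, peaks at its newly annotated KZFP/rGUs promoters were left out as well.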

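Of the 108 Kap1 KO only H3K27ac peaks in the rebuilt clusters of MEF, 1 overlapped a KZFP/rGU, or 0.926% (95% confidence interval 0.0234% to 5.05%). When the same peaks were placed at random within their cluster, 4.83 did on average (one-sided permutation p = 0.044 for fewer). Over the alternatives for peaks, overlaps and clusters this p ranged from 0.0426 to 0.211. The highest of these came from 29 peaks, of which 0 overlapped an element, and is the smallest p that so few peaks can give. Among the other alternatives, it was 0.113 with clusters of at least 6 elements and 0.192 with an overlap of 50% of the shorter interval. Few overlaps were not particular to the gained peaks. In clusters, 0 of the 241 Kap1 KO peaks with a WT peak and 0 of the 18 WT only peaks overlapped a KZFP/rGU. All WT H3K27ac peaks together lay over 2 of the 560 elements, against 27.5 after shuffling. The top scoring gained peak was 12116 bp from the closest KZFP/rGU. The overlap with TEs was not analysed here.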

Upon KAP1 depletion, H3K27Ac was notably, but not exclusively, enriched at ERV1 and ERVK integrants normally situated in the vicinity of a KAP1 binding site (Fig 5C). Removal of KAP1 thus appeared to unleash enhancers, many located within TEs, with secondary transcriptional activation of *KZFP/rGU*s and other TEs situated nearby (Fig 6). Of note, proximity to a KAP1 binding site was not critical for the dysregulation of *KZFP/rGU*s, indicating that the regulatory mechanisms acting on these units are long-range (S6A Fig). Moreover, the transcriptional dysregulation of *KZFP/rGU*s was fully reversible upon re-expressing *Kap1* in *Kap1* KO MEF, but their upregulation was comparable or more pronounced immediately after deletion than at later times, suggesting that after long-term culture some compensatory mechanisms could dampen the transcriptional phenotype of *Kap1* KO cells (S6B and S6C Fig). Upregulation of *KZFP/rGU*s upon *Kap1* removal was confirmed on cDNAs generated by priming with random hexamers, suggesting that Poly(A)- transcripts, known to generate from *ZFP* genes [45], are not following a different transcriptional regulation compared to their Poly(A)+ counterparts (S6C Fig).

**Fig 5:**
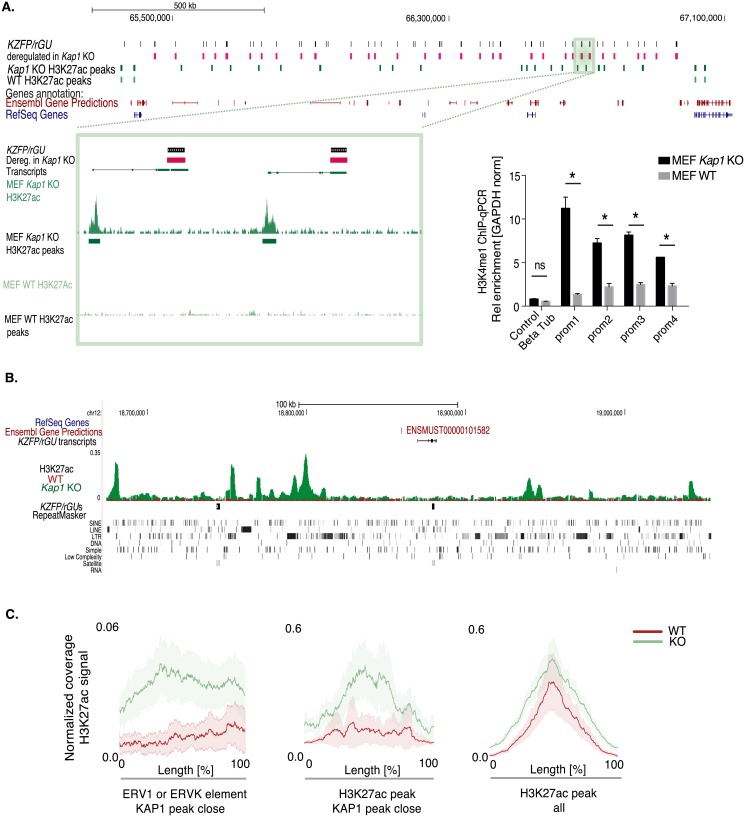
KAP1 influence at *KZFP/rGU* clusters. **(A)** (Top) UCSC Genome Browser view of a region containing a high density of *KZFP/rGU*s (black bars), many of which are dysregulated in MEF *Kap1* KO cells (pink bars). From the top, tracks for *KZFP/rGU*s, H3K27ac peaks in MEF WT and *Kap1* KO cells (light and dark green bars, respectively), and genes annotated in Ensembl and RefSeq are displayed. (Bottom, left) zoom-in of H3K27ac ChIP-Seq profiles and peaks upstream of two distinct *KZFP/rGU*s upregulated upon *Kap1* deletion. Transcripts annotated in the frame of this study are reported below the track of dysregulated *KZFP/rGU*s. (Bottom, right) ChIP-PCR of H3K4me1 over several newly revealed TSSs within this region in MEF WT and *Kap1* KO cells. Enrichments are normalized to those over *Gapdh* promoter, *Beta-Tubulin* being an additional promoter whose transcription is not affected by *Kap1* removal (control). **(B)** UCSC Genome browser views of H3K27ac profiles in MEF (superimposing WT in red and *Kap1* KO in green) over part of *KZFP/rGU*s cluster 3. From top, tracks for genes annotated in Ensembl and RefSeq, de-novo *KZFP/rGU*s transcripts annotation, H3K27ac ChIP-Seq profiles, *KZFP/rGU*s and repeats as reported by RepeatMasker. Genomic stretches gaining H3K27ac signal upon *Kap1* KO do not overlap with any TSS. **(C)** H3K27ac ChIP-Seq normalized average coverage in WT (red) and *Kap1* KO (green) MEFs over: *left*, ERV1 and ERVK elements located within *KZFP/rGU*s clusters and less than 3 kb away from a KAP1 peak in the same tissue; *center*, H3K27ac peaks within *KZFP/rGU*s clusters, not matching any *KZFP/rGU* transcript nor annotated promoter, less than 3 kb away from a KAP1 peak; *right*, without any restriction for KAP1 peak proximity. Shaded curved represent the 95% confidence interval around the mean.

**Fig 6:**
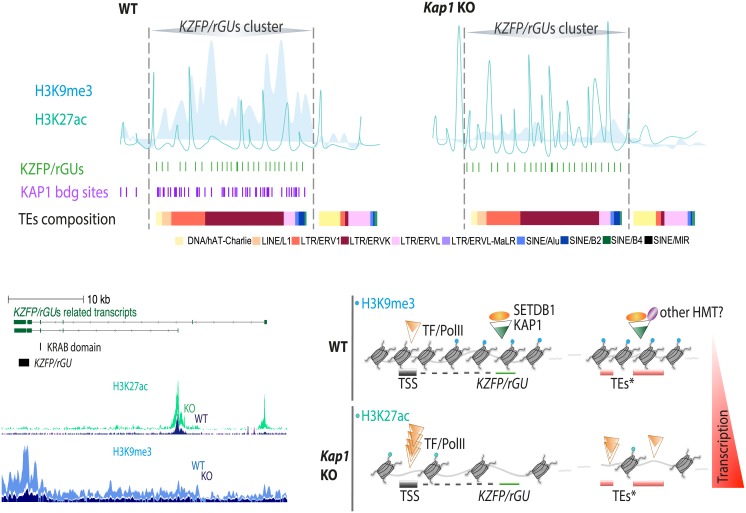
Model for transcriptional regulation of *KZFP/rGU*s clusters. (Top) Schematic representation of *KZFP/rGU*s clusters main features in WT and *Kap1* KO cells. From top: *KZFP/rGU*s cluster limits, profiles of H3K9me3 and H3K27ac enrichment (full and hollow curves, respectively); *KZFP/rGU*s, showing the characteristic local high density of elements; KAP1 peaks, correlating with the *KZFP/rGU*s-dense region; track of TEs. (Bottom, left) an example illustrating the precise distribution in WT and *Kap1* KO cells of H3K27ac and H3K9me3 profiles, and their correspondence with to *KZFP/rGU*-derived transcripts, where thicker lines represent coding sequences and thin lines non-coding sequences, with arrows indicating directionality of the transcripts. KRAB-encoding sequences and *KZFP/rGU*s are outlined separately, below the annotated transcripts. (Bottom, right) Molecular model of KAP1-mediated regulation of *KZFP/rGU*s clusters. In WT cells, the complex KAP1-SETDB1, possibly coupled to other HMTs, binds *KZFP/rGU*s and discrete sets of TEs. *KZFP/rGU*s accumulate H3K9me3 at their 3’end, but their promoter is devoid of this mark and can be bound by transcription factors and the RNA-polymerase II machinery, generating transcripts (higher panel). Upon *Kap1* deletion, SETDB1 is no longer recruited, H3K9me3 levels drop, and H3K27ac becomes enriched over TEs and promoters allowing for a general increase in transcription, albeit still under the differential influence of specific transcription factors (lower panel).

## Discussion

The majority of present members of the murine *KZFP/rGU*s family emerged after the mouse-rat split and is organized in clusters of sequence-related elements. The genomes of mice and close ancestors appear to have constituted a particularly favorable ground for the expansion of *KZFP/rGU*s, as their number in this species far exceeds what is found in most other higher vertebrates [4]. Most murine *KZFP/rGU*s clusters include mainly such recent elements. Moreover, more evolutionary conserved clusters also contain young *KZFP/rGU*s, indicating that they too have been subjected to recent expansion. We presume that the sequence relatedness of clusters located on distinct chromosomes results from new genetic rearrangements, some of which may have been initiated by retrotransposition events. The majority of mouse *KZFP/rGU*s being specific of this species, comparative genomics could not be used to explore further the evolutionary relationships between these elements. Examining sequence conservation solely at the level of these units also proved rather uninformative, as were neighboring coding sequences because most *KZFP/rGU*s clusters are devoid of genes other than *KZFP*s. Therefore, we decided to study the local sequence divergence, limiting the region of interest to the transcript borders and dividing it into smaller segments which were examined individually and as a bloc. This approach consolidated the model of an expansion of *KZFP/rGU*s clusters, after initial seeding of a chromosomal locus, via gene and segment duplication [5, 7, 11, 46]. The mechanisms driving these waves of expansion remains to be formally established, although we observed an enrichment of discrete families of EREs, ERV1 and ERVK, within *KZFP/rGU*s clusters. Whether this is causally linked or purely coincidental cannot be determined, yet it is remarkable that the ancestral mouse genome was massively targeted by these ERVs between 80 and 50 mya (for ERV1) and 50 and 30 mya (for ERVK) [47], that is at the same time as *KZFP/rGU*s expanded.

Comparing neighboring *KZFP/rGU*s within a cluster revealed signs of both genetic drift and genetic shift concentrated on their ZNF-coding sequences. On the one hand, paralogs drifted by progressively accumulating non-synonymous mutations in these regions, on the other hand their putative DNA binding specificity could altogether shift by insertion of new ZNF-coding segments. *KZFP*s and EREs appear to be engaged in an evolutionary arms race, and the burden of EREs correlates with the number of *KZFP*s in 16 mammalian genomes [16]. It could be that clusters counting more elements target a particularly conspicuous group of EREs, or possibly closely related groups of EREs, as recently observed [35]. Alternatively, mutations within a cluster could confer to its components specificity to very diverse classes of EREs and other genetic elements, and over-amplification of one cluster compared to others could be partially due to a higher degree of plasticity of its genomic locus. Co-option in the transcriptional control of genes and other cellular functions also likely explain the fixation of a significant fraction of *KZFP*s [4, 15].

Expression of *KZFP* genes, like that of other transcription factors, is selective and generally low, whether in undifferentiated cells or in somatic tissues [11]. It is thought that this allows controlling the number of sites bound genome-wide by a KZFP at any given time, and to limit its recruitment at imperfect target sequences [17]. Here, we observed that, within *KZFP/rGU*s clusters, transcriptional control of *KZFP* genes was partly achieved through KAP1-mediated taming of enhancers contained in neighboring EREs. Of note, KAP1 also binds to the 3’, ZNF-coding end of *KZFP* genes, but from this location we found it to exert no repressive effect on their expression, as previously noted [48]. It suggests that at these locations the master regulator, associated effectors and resulting histone marks play different roles. Preventing recombination within these highly repetitive sequences has been suggested [37, 49], but it is unclear how this alone would explain that KAP1 be particularly abundant on highly expressed *KZFP/rGU*s within a cluster. It could thus be that KAP1 recruitment at the 3’ end of these units contributes to three-dimensional topology of *KZFP* clusters, which display a peculiar chromatin organization with accumulation of both repressive and active histone marks [49–51].

ERV-contained enhancer sequences serve as tissue-specific transcription modulators [52–55] and KAP1 control over such cis-acting elements was documented in undifferentiated and somatic cells [56, 57]. KAP1-mediated repression of ERV enhancers seems to impact on all *KZFP/rGU*s, at least based on the global upregulation of these units when it is knocked out. However, even closely located elements within a cluster exhibit exquisitely individualized regulation, as illustrated by their often highly tissue-specific patterns of expression [58]. On the one hand, this could reflect the recognition of their promoters by equally tissue-specific activators. On the other, it could result from the loss of KAP1 at selected ERV enhancers, following the low expression in a given tissue of particular KAP1-tethering KZFPs responsible for the sequence-specific recognition of these ERVs. Irrespective of the underlying mechanism, this rapid divergence in the transcriptional control of closely related paralogs is yet another evidence for the multifaceted roles accomplished this remarkably plastic family of gene regulators.

## Material and methods

### Cell culture and mouse work

mESCs and MEFs wild-type (WT) and KO for *Kap1* were cultured and generated as previously described [57, 59] (strain C57BL/6J). Hepatocyte-specific *Kap1* KO mice were generated and genotyped according to [60] (strain C57BL/6J). Murine hepatoma cell line Hepa 1.6 cells were cultured using standard methods.

### Plasmids and lentiviral vectors

For KAP1 knockdown experiments, pLKO vector encoding shKAP1 and the empty vector as control were used. For KAP1 overexpression, pSicoR-KAP1-HA vector was used. 48 h after transduction, infected cells were selected with 1 μg mL^−1^ puromycin in growth medium for an additional 72 h. For de novo Kap1 excision, a non-integrating pHAGE2 Cre-IRES-PuroR lentiviral vector was used. Lentiviral vectors production protocols are available at http://tronolab.epfl.ch and backbones at Addgene (http://www.addgene.org).

### RT-PCR and RNA-Seq

Total RNA was extracted and DNase-I treated using a spin column-based RNA purification kit (Macherey-Nagel). cDNA was prepared with SuperScript II reverse transcriptase (Invitrogen). Primers were used for SYBR green qPCR (Applied Biosystems) and the sequences are provided in S2 File. For sequencing of mRNA (poly(A)+), 100-bp single-end RNA-seq libraries were prepared using the Illumina TruSeq Stranded or Unstranded mRNA reagents (Illumina). Cluster generation was performed with the resulting libraries using the Illumina TruSeq SR Cluster Kit v4 reagents. Sequencing was performed in 100-bp reads runs by Illumina HiSeq 2500. Further information about the mapping and analysis procedures is provided in S2 File.

### ChIP-qPCR and ChIP-Seq

ChIP and library preparation were done according to (Ecco, Cassano et al. 2016), with modifications as described in S2 File. Sequencing was performed in 100-bp reads run on Illumina HiSeq 2500. Primers sequences used for ChIP-qPCR are provided in S2 File.

### Bioinformatics analyses and statistics

R version 3.1.2 (http://www.R-project.org) or GraphPad Prism version 6.0 and 7.0 (http://www.graphpad.com) were used for statistical analyses and graphical representations of the data. Detailed bioinformatics analyses are provided in S2 File.

### Ethics statement

Experimental protocols were performed according to European Council Guidelines and the Swiss Federal Veterinary Office. Acceptable standards of human animal care and the experimental design of this study were approved by the Ethics Committee for Animal Care of the Vaud Region in Switzerland (licenses 25350 and 22919).

### Data access

All next-generation sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) database under the accession number GEO: GSE87734.

## Supporting information

S1 Fig **(A)** Positional correlation between the 3’ end of MMSAT4-related transcripts and MMSAT4 elements, whether overlapping annotated genes or not. **(B)** (Top) Sequence alignment of *KZFP/rGU*s coming from three circumscribed stretches of DNA, located on chromosome 13 (cluster 5, 6_1 and 6_2 on the plot). The clusters are color-coded as follows: cluster 5 in yellow, cluster 6_1 in purple and cluster 6_2 in green. (Center) Separate alignments of *KZFP/rGU*s per region are depicted. (Bottom) Alignment of all *KZFP/rGU*s elements, keeping the initial color code. The sequence alignment, summarized by vertical bars on the left side of the plot, reconstitutes almost perfectly the initial boundaries between regions. **(C)** Sequence alignment of the *KZFP-rGU*s in clusters (top) 7, (middle) 14 and (bottom) 16. Color-coding of *KZFP-rGU*s reflects their imputed age, indicated on the vertical left axis. The conservation score is represented on top of each alignment. **(D)** Number of TEs located within *KZFP/rGU*s clusters compared to the expected one, estimated by counting the TEs falling within comparable borders after shuffling the clusters within the same chromosome 100 times. The same was performed for *OLFR* and *VMNR* clusters. P-values were obtained by Fisher’s exact test. **(E)** TE-enrichment analysis by subfamily in *KZFP/rGU*s clusters. For each cluster, the x-axis represents the proportion in the genome, while the proportion in the region is plotted on the y-axis. Larger dots depict subfamilies significantly over-represented in the region (p-value < 0.01). **(F)** Same as S1E Fig, for *OLFR* and *VMNR* clusters.
(EPS) Click here for additional data file.

S2 Fig **(A)** Divergence analysis of recent duplication events within *KZFP/rGU*s clusters: three nearly identical genomic stretches of approximately 40 kb were delineated within cluster 2 (core segments 1, 2 and 3, delineated by blue boxes, > 98% using UCSC BLAT alignment tool). The homology score for nucleotides flanking the core segments dramatically dropped (sequences enclosed by purple and red boxes), while a conserved pattern of EREs spanning the core segments and their neighboring regions could still be identified, notably two ERVs (*IAPEz* and *RLTR19*) found upstream and a LINE (*L1Md F2*) immediately downstream. Sequences between *RLTR19* and *L1Md F2* were highly homologous, each containing two units composed of a KRAB domain and a *KZFP/rGU* in close proximity and same orientation. Conservation was higher between core segments 1 and 2, including downstream of *L1Md F2*, suggesting that they emerged through a more recent duplication event than the one responsible for core segment 3.
(EPS) Click here for additional data file.

S3 Fig **(A)** KAP1 peaks enrichment in *KZFP/rGU*s compared to *OLFR* and *VMNR* genes clusters in ES cells, MEF and liver cells. Peak counts were normalized by the total number of nucleotides contained in the clusters. **(B)** Enrichment analysis of KAP1 peaks per *KZFP/rGU*s cluster in ES cells, MEFs and Hepa 1.6 cells. The actual number of peaks within each cluster is compared to the expected one, estimated by counting the peaks falling within the cluster borders after shuffling the peaks within the same chromosome 10’000 times. **(C)** UCSC Genome Browser view of *KZFP/rGU*s clusters 3 and 4. From the top, tracks for genes annotated in RefSeq and Ensembl, *KZFP/rGU*s, *KZFP/rGU*s clusters and KAP1 peaks in ES cells, MEFs and Hepa 1.6 cells are displayed. Both *KZFP/rGU*s clusters 3 and 4 correlate an increased KAP1 binding sites density, although changes in terms of targeted loci and density of targets are visible across tissues. **(D)** Evaluation of expression differences upon *Kap1* removal between *KZFP/rGU*s in clusters and the isolated counterparts for each tissue. **(E)** Sequence alignment of (left) *KZFP/rGU*s and (right) promoters of *KZP/rGU*s-containing transcripts of cluster 10. The conservation score is represented on top. **(F)** Normalized RNA-Seq coverage over *KZFP/rGU*s in ES cells, considering a flanking region of 1.5 kb upstream and 3.5 kb downstream of each element. Signal from WT cells is depicted in green, while that of *Kap1* KO cells in grey. All elements expressed are plotted, separating sense and antisense transcription, and *KZFP/rGU*s in and out of APC genes (left, top and bottom, respectively). (Right) UCSC Genome Browser view of strand-specific RNA-Seq signals in ES *Kap1* KO and WT cells (grey and green tracks, respectively). Below the RNA-Seq profiles, the following tracks were added: RefSeq genes, our de-novo transcripts annotation, *KZFP/rGU*s, KRAB-encoding sequences, KAP1 peaks in the same tissue and repeats as reported in RepeatMasker. Green vertical bars highlight two ERVs (RLTR4 and IAPEZ) and a *KZFP/rGU* targeted by KAP1 and upregulated upon *Kap1* removal. Despite their proximity, deregulation of these ERVs and the *KZFP/rGU* resulted from individual, oriented transcription. **(G)** Fraction of TEs upregulated upon *Kap1* KO in *KZFP/rGU*s compared to *OLFR* and *VMNR* genes clusters in ES cells, MEF and liver cells. **(H)** TEs targeted by KAP1 within *KZFP-rGU*s clusters in mES cells, MEFs and Hepa 1.6 cells. For each cluster, numbers of TE-targeting KAP1 peaks were normalized for total numbers of TEs from corresponding subclass. **(I)** Mean log2 of the expression fold change upon *Kap1* removal in MEF (left) and liver (right) cells of elements present in *KZFP/rGU*s clusters: *KZFP/rGU*s, ERVKs, ERV1s and the rest of TEs (“others”) (dots), as well as their total average (dashed line). The analysis was performed per cluster, with the number of elements in each category reported on the right (categories with fewer than 5 elements were not considered).
(EPS) Click here for additional data file.

S4 Fig **(A)** Positional correlation between *KZFP/rGU*s and KAP1 and SETDB1 peaks, determined by ChIP-Seq enrichments, in Hepa 1.6 cells. A window of 5 kb on each side of the *KZFP/rGU*s was considered. **(B)** ChIP-PCR analysis of SETDB1 binding over *KZFP/rGU*s in WT and KAP1 KD Hepa 1.6 cells. KAP1 KD cells stably express a short hairpin targeting *Kap1* transcripts (shKAP1), while the WT counterpart were similarly selected for expressing the corresponding control vector (shEmpty). **(C)** Normalized H3K9me3 ChIP-Seq enrichment in MEF WT and *Kap1* KO cells over *KZFP/rGU*s upregulated or unaffected upon *Kap1* inactivation.
(EPS) Click here for additional data file.

S5 Fig **(A)** Nucleotide fraction found beneath H3K27ac KO but not WT MEFs in *OLFR* or *VMNR* and *KZFP/rGU*s clusters. In each case we computed the same calculation excluding peaks matching APC gene promoters or newly annotated *KZFP/rGU*s promoters. The same analysis limited to clusters 3–6 and 10, being the most deregulated ones in *Kap1* KO cells, was performed. **(B)** Ratio of H3K27Ac-enriched *KZFP-rGU*s clusters-contained TEs in *Kap1* KO and in WT MEF cells, listed by subfamilies (with an inclusion threshold of at least 3 elements for a given subfamily).
(EPS) Click here for additional data file.

S6 Fig **(A)** Expression of *KZFP/rGU*s in ES cells WT and *Kap1* KO based on their distance to a KAP1 binding site. We isolated *KZFP/rGU*s overlapping a KAP1 peak, those less than 5 kb, less than 20 kb and more than 20 kb away from a KAP1 targeted locus. Each element belongs exclusively to one category. **(B)** Normalized RNA-Seq coverage over *KZFP/rGU*s, considering a flanking region of 1.5 kb upstream and 3.5 kb downstream of each element. Elements dysregulated upon KAP1 depletion in MEFs are selected, and their coverage is plotted for WT cells, *Kap1* KO cells and *Kap1* KO cells complemented with a sh-resistant copy of *Kap1*. **(C)** *KZFP-rGU*s transcriptional changes detected by RT-qPCR upon de-novo KAP1 excision in MEF WT cells (top), and upon KAP1 complementation of *Kap1* KO cells (bottom), compared to their WT and stable *Kap1* KO counterparts.
(EPS) Click here for additional data file.

S1 Table Table containing genomic coordinates of *KZFP/rGU*s clusters. (EPS) Click here for additional data file.

S2 Table Table containing genomic coordinates of *OLFR* and *VMNR* genes clusters. (EPS) Click here for additional data file.

S3 Table *KZFP/rGU*s database, listing: genomic sequences of *KZFP/rGU*s, orientation, cluster, coordinates of the cluster, coordinates of the relative transcript, orientation and ID of the transcript, whether it corresponds to an existing entry of the Ensembl version 67 annotated genes (with the Ensembl ID and the associated gene name), number of C2H2 ZNFs, whether a KRAB-encoding sequence is present in the same transcript, the ZNFs specificity residues and the amino acid sequence encoded by the transcript (until a STOP codon in the same reading frame). For detailed information on the analysis procedures followed to build this table, refer to S2 File.
(XLSX) Click here for additional data file.

S4 Table Table containing normalized counts over *KZFP/rGU*s derived from RNA-Seq analyses performed in mESC, MEF and liver cells. (XLSX) Click here for additional data file.

S1 File Gene transfer format (GTF) file of putative *KZFP/rGU*s-related ORFs. Their identifiers (“gene_id” and “transcript_id”) were attributed arbitrarily. For detailed information over the sequences, see S3 Table.
(GTF) Click here for additional data file.

S2 File Supplemental Procedures. File containing detailed information about the experimental and data analysis procedures.
(DOCX) Click here for additional data file.

# Supplementary material for: The mouse genome displays highly dynamic populations of KRAB-zinc finger protein genes and related genetic units
**Source:** PLoS One. 2017 Mar 23;12(3):e0173746. doi: 10.1371/journal.pone.0173746
**Supplement:** S2 File — File containing detailed information about the experimental and data analysis procedures.

**Supplemental Procedures**

**Cell culture and cell-based assays.** *Kap1* KO and *loxP/loxP* control MEFs were generated and cultured as previously described [1][. For RNA-Seq experiments of MEFs, a stably-growing](#_ENREF_6) *Kap1* KO clone was selected and kept in culture for many passages, in parallel with its non-excised WT counterpart. De novo deletion of *Kap1* in these cells was done with transduction of a selectable Cre-expressing vector. For KAP1 ChIP experiments in MEFs, MEF *Kap1* KO cells were complemented with HA-tagged KAP1 with expression levels similar to the endogenous protein. ES cells were cultured as previously described [1, 2][, using the](#_ENREF_6) *Kap1 loxP/loxP* ES3 line or its *Kap1* conditional KO derivative after transduction with a tamoxifen-inducible Cre vector [3][. For KO induction, cells were treated overnight with 1μM tamoxifen (Sigma) and collected at the latest 4-5 days later.](#_ENREF_5) Hepatocyte-specific *Kap1* KO mice were generated and genotyped according to [4][.](#_ENREF_1) KAP1 KD was performed with selectable shRNA vectors targeting *Kap1* or the empty vector as control. Cells were selected with 1μg/mL puromycin when necessary.

**ChIP-PCR and ChIP-seq.** Cells were washed with PBS, fixed for 10 minutes at 1% formaldehyde, and quenched with glycine (at 125 mM final) for 5 minutes at room temperature. Cells were washed three times with ice-cold PBS, and harvested. The pellet was lysed, resuspended in 1 mL of sonication buffer (10 mM Tris at pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% NaDOC, 0.5% NLS, and protease inhibitors), transferred to TC 12x12 tubes (Covaris), and sonicated (Covaris settings: 30 minutes, 5% duty cycle, 140W, 200 cycles). Chromatin was decrosslinked (RNAse A at 1μg/μL, 65°C overnight), purified and quantified by Nanodrop. Fragment size was assessed on a Bioanalyzer High Sensitivity chip (Agilent 2100). Immunoprecipitations were performed with 40 ug of chromatin (for KAP1 and SETDB1), or 20 ug of chromatin (for histone modifications), with antibody-coupled magnetic beads (Dynabeads, ThermoFisher) in IP buffer (10 mM Tris at pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 2% Triton X-100, and protease inhibitors) overnight. Chromatin was decrosslinked (Proteinase K at 400ng/μL, 65°C overnight) and DNA purified for analysis. Antibodies used were HA (Covance, MMS- 101P), KAP1 (Trono laboratory, rabbit polyclonal S23470), H3K9me3 (Diagenode, C15410056), H3K4me1 (Diagenode, pAb-037-050), H3K27ac (Abcam, ab4729), SETDB1 [5][. ChIP samples were used for qPCR analysis by SYBER Green (Applied Biosystems) or for library preparation. Libraries of ChIP-ed DNA and the corresponding total input were performed with single-end adaptors according to](#_ENREF_7) (Rowe, Kapopoulou et al. 2013). [Sequencing runs were of 100 bp reads on Illumina HiSeq 2500 (Illumina).](#_ENREF_6) ChIP-Seq and ChIP-PCR experiments presented in this work are biological replicates.

**Primers sequences.**

| **Primer** | **Sequence** | **Purpose** |
| --- | --- | --- |
| Gapdh F | GCCCTTCTACAATGCCAAAG | ChIP-qPCR |
| Gapdh R | TTGTGATGGGTGTGAACCAC | ChIP-qPCR |
| Beta Tubulin F | GCACAGGATTGGGCTTTCA |  RT-qPCR |
| Beta Tubulin R | GAAATGTAGCCAATCAGACAAG | RT-qPCR |
| KAP1 F | CGGAAATGTGAGCGTGTTCTC | RT-qPCR |
| KAP1 R | CGGTAGCCAGCTGATGCAA | RT-qPCR |
| KZFP/rGU 1 F | GGA ATG TGG CAT CTC TTT GG | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 1 R | CAA TGA GCA TGG GCA TAT CC | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 2 F | AGA AGG TCG TGG AAC AAG | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 2 R | TGG CAT CTC TGT GGT TAG | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 3 F | ACT GAC AAA GGC AGT CTC | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 3 R | TGG GAT GGT TGG GTA AAG | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 4 F | CCA ACC ATC CCA TCT TAG | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 4 R | GCA TTG GTA CGG TTT CTC | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 5 F | GTG GGT TCC TTG ATT GAG AC | RT-qPCR/ChIP-qPCR |
| KZFP/rGU 5 R | CAC AGA GAT GCC ACT CTT C | RT-qPCR/ChIP-qPCR |
| KZFP/rGU promoter 1 F | GAA GCA CTG TTG AGC ACT ACT G | ChIP-qPCR |
| KZFP/rGU promoter 1 R | CTC CAC ATT GCC ACT GAT GAA G | ChIP-qPCR |
| KZFP/rGU promoter 2 F | GGA AGC ACA CTT CAA CCT TGA G | ChIP-qPCR |
| KZFP/rGU promoter 2 R | CTT TGT CTG ACT GGC ATG TCT G | ChIP-qPCR |
| KZFP/rGU promoter 3 F | TTC TGT CGC TAC TCT CAC | ChIP-qPCR |
| KZFP/rGU promoter 3 R | CCA AGG TTC TAC GAG GAT AC | ChIP-qPCR |
| KZFP/rGU promoter 4 F | GGT TGG TGT GAC TTG CTT TG | ChIP-qPCR |
| KZFP/rGU promoter 4 R | GGC AGT GTT CCC ATG CTT AC | ChIP-qPCR |

**Bioinformatics Analyses**

**Genomic and protein domains annotations.** MMSAT4 coordinates were extracted from RepeatMaster 3.2.8 and merged with a 2kb window size using a custom script. The merged file, listing 715 elements, was used throughout the study. MMSAT4 consensus sequence was obtained from Repbase (<http://www.girinst.org/repbase/>). BLAT and Table Browser tools of Genome Browser ([https://genome.ucsc.edu](https://genome.ucsc.edu/)) [6, 7] [were used for aligning sequences to the genome, retrieving the corresponding similarity percentages and manipulating bed files.](#_ENREF_7) Coordinates of protein-coding genes and pseudogenes were downloaded from Ensembl (<http://www.ensembl.org/index.html>), using the BioMart tool of the release number 67. C2H2 zinc finger protein and KRAB-encoding entries (code PF00096 en and PF01352 respectively) were downloaded from the same database. C2H2 or KRAB-domain encoding sequences were annotated in the genome according to Imbeault et al. [8][. Syntenic analysis of](#_ENREF_8) *KZFP* genes and pseudogenes was done as described in Imbeault et al. [8][.](#_ENREF_8)

**RNA-seq.** RNA-Seq reads were aligned to the mm9 genome assembly using HISAT 2 [9] [with default parameters (--rna-strandness R was added when it applied). Reads that were not uniquely mapped were discarded from the analysis using bamtools filter v2.4.1 with parameters -tag "NH:1". Gene counts were generated using the HTseq-count program with default parameters. TE counts were computed using the multicov script from the BEDtools software with the -split option. Only genes or TEs that had at least as many reads as samples present in the analysis were considered further. Sequencing depth normalization and differential expression analyses were performed using the voom function from the R package LIMMA](#_ENREF_9) [10] [from Bioconductor](#_ENREF_10) [11][. The gene library sizes as given by voom were used](#_ENREF_11) to normalize the TEs counts. P-values were computed using a moderated t-test and corrected for multiple testing using the Benjamini-Hochberg method [12][. To be considered significantly upregulated, a gene or a TE had to have 2-fold increased expression and an adjusted p-value lower than 0.05.](#_ENREF_12)

**ChIP-seq.** Reads were mapped using Bowtie 2 [13] [to the mm9 mouse genome assembly, with the sensitive-local mode. Peaks were called using MACS](#_ENREF_3) [14][, using total input as control and setting a cutoff score of 80.](#_ENREF_8)

**Bigwig files.** BigWigs files for the ChIP-seq experiments were generated using the Bedtools genomecov program followed by the bedGraphToBigWig program from the UCSC tools. The scaling factor option was set for each file in order to obtain a BigWig normalized to reads per 100 mio mapped reads.

**Coverage plots.** ChIP-seq or RNA-Seq signals over each feature of interest, to which the indicated flanking region was added, were extracted from the normalized bigwig files. For plotting, the lengths of the regions of interest were each scaled to a relative scale (0-100%).

**Heatmaps.** Heatmaps were generated using the heatmap.2 function of the R package gplots. Euclidean distances were used for the clustering and no scaling was applied on the rows, except for Fig. 3A where a Z-score was applied.

**Correlation studies.** Correlation analyses were performed with the online tool ChIP-Cor (<http://ccg.vital-it.ch/chipseq/chip_cor.php>) using input files in BED format. Histograms were displayed as raw counts or after global normalization (as specified in the plot’s y-axis).

**Circular genomic visualization.** The circlize package of R was used to plot the genomic map of MMSAT4 elements.

**Multiple alignments.** Multiple alignments of *KZFP/rGU*s were computed using MAFFT (v7.294b) with parameters –auto –ep 0.123. Phylogenic tree was computed using the web tool from *ClustalW2 Phylogeny* (<http://www.ebi.ac.uk/Tools/phylogeny/clustalw2_phylogeny/>). Multiple alignment of protein sequences were computed using Clustal Omega (<http://www.ebi.ac.uk/Tools/msa/clustalo/>). Plotting of the alignment was performed in python. For each alignment, a conservation score defined as the ratio of bases that are common throughout the sequences was computed and smoothed with a window of 75 bp before being plotted on top of the alignment.

**De-novo transcripts assembly**. De-novo transcriptome was assembled using stringtie (v.1.1.1) [15] [using parameters -c 1 and -f 0.01](#_ENREF_15) for a total of 6 mESC RNA-seq datasets (3 WT and 3 *Kap1* KO replicates). The resulting GTFs were merged per genotype using the merge functionality of the Stringtie program. The final transcriptome was derived from these files using the cuffmerge function of cufflinks v2.2.1. Bedtools was used to extract the *KZFP/rGU*s-containing transcripts (GTF file available in supplementary data Supplemental File S1) and the resulting subset was annotated, when possible, through the list of murine genes deposited on BioMart at Ensembl, version 67.

***KZFP/rGU*s protein sequence extraction and analysis.** Genomic sequences corresponding to *KZFP/rGU*s-related transcripts were extracted using the gffread function of cufflinks and translated in the three different reading frames using Biopython. For each *KZFP/rGUs*-related transcript, the reading frames yielding C2H2-containing aminoacid sequences not interrupted by STOP codons were selected and reported (none were reported in case of the absence of C2H2 sequence). We screened these proteins for the KRAB-encoding domain (Pfam entry PF01352) using hmmsearch function of the Homer v.3.1.b1 program with default parameters. For the annotations of C2H2-encoding motif, we used the regular expression “C.{2,5}C.{12}H.{3,5}H” in python. For each C2H2 ZF, the three DNA-contacting residues were extracted as the amino acids at positions -1, 3 and 6 of its alpha helix.

***KZFP/rGU*s database.** A table listing all the above-mentioned information relative to *KZFP-rGU*s-associated transcripts is available in the supplementary data (Supplementary Table S3).

**Statistical analysis.** Statistical difference was assessed by multiple t test (using Sidak-Bonferroni correction) for H3K4me1 ChIP-PCR enrichments and cluster fold changes, Fisher’s exact test for KAP1 peaks enrichment analysis and Mann-Whitney test for expression comparisons (represented as boxplots), with: p<0.0001: ****, p<0.001:***, p<0.01:**, p<0.05:*.

**Public sequencing data.** Raw reads were downloaded from publicly available ChIP-seq and RNA-seq ([GSE74278](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74278), GSE29413 at <https://www.ncbi.nlm.nih.gov/geo/> and SRX338012-SRR1028806 at http://sra.dnanexus.com) and analyzed as described above.

**Over-representation test.** All intersects were computed using BedTools intersect function with 1 bp overlap. For TE enrichment analysis, over-representation was established by hypergeometrical test. ‘Low complexity’ and ‘Simple Repeats’ were excluded from the analysis. For ChIP-seq peaks enrichment analysis, shuffling was done for 10’000 times within the same chromosome, and expected random values were determined by the function BedTool.randomstats(). For TEs enrichment in *KZFP/rGU*s and *OLFR/VMNR* clusters, the same method was applied with 100 random permutations of the clusters borders and significance was inferred using Fisher’s exact test as implemented in the BedTools fisher function.

**Supplemental References**

1. Rowe HM, Kapopoulou A, Corsinotti A, Fasching L, Macfarlan TS, Tarabay Y, Viville S, Jakobsson J, Pfaff SL, Trono D: TRIM28 repression of retrotransposon-based enhancers is necessary to preserve transcriptional dynamics in embryonic stem cells. *Genome Res* 2013, 23:452-461.

2. Rowe HM, Friedli M, Offner S, Verp S, Mesnard D, Marquis J, Aktas T, Trono D: De novo DNA methylation of endogenous retroviruses is shaped by KRAB-ZFPs/KAP1 and ESET. *Development* 2013, 140:519-529.

3. Rowe HM, Jakobsson J, Mesnard D, Rougemont J, Reynard S, Aktas T, Maillard PV, Layard-Liesching H, Verp S, Marquis J, et al: KAP1 controls endogenous retroviruses in embryonic stem cells. *Nature* 2010, 463:237-240.

4. Bojkowska K, Aloisio F, Cassano M, Kapopoulou A, Santoni de Sio F, Zangger N, Offner S, Cartoni C, Thomas C, Quenneville S, et al: Liver-specific ablation of Kruppel-associated box-associated protein 1 in mice leads to male-predominant hepatosteatosis and development of liver adenoma. *Hepatology* 2012, 56:1279-1290.

5. Sripathy SP, Stevens J, Schultz DC: The KAP1 corepressor functions to coordinate the assembly of de novo HP1-demarcated microenvironments of heterochromatin required for KRAB zinc finger protein-mediated transcriptional repression. *Mol Cell Biol* 2006, 26:8623-8638.

6. Kent WJ: BLAT--the BLAST-like alignment tool. *Genome Res* 2002, 12:656-664.

7. Karolchik D, Hinrichs AS, Furey TS, Roskin KM, Sugnet CW, Haussler D, Kent WJ: The UCSC Table Browser data retrieval tool. *Nucleic Acids Res* 2004, 32:D493-496.

8. Imbeault M, Helleboid P-Y, Trono D: KRAB-ZFPs contribute to the evolution of gene regulatory networks. *Nature* 2017, DOI 10.1038/nature21683

9. Kim D, Langmead B, Salzberg SL: HISAT: a fast spliced aligner with low memory requirements. *Nat Methods* 2015, 12:357-360.

10. Law CW, Chen Y, Shi W, Smyth GK: voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol* 2014, 15:R29.

11. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, et al: Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol* 2004, 5:R80.

12. Benjamini Y, and Hochberg, Y.: Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society Series B (Methodological)* 1995, 57:289-300.

13. Langmead B, Salzberg SL: Fast gapped-read alignment with Bowtie 2. *Nat Methods* 2012, 9:357-359.

14. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS: Model-based analysis of ChIP-Seq (MACS). *Genome Biol* 2008, 9:R137.

15. Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, Salzberg SL: StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol* 2015, 33:290-295.

How the deposited data were processed for this re-analysis (not part of the article)

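Peak lists from 6 ChIP-seq libraries were used. They cover KAP1 and SETDB1 in Hepa 1.6 cells, and H3K9me3 and H3K27ac in WT and in Kap1 KO MEFs, with 1 library per condition. The score of each peak is the value deposited by the authors, who mapped reads to mm9 with Bowtie 2 in the sensitive-local mode and called peaks with MACS against total input. The Supplemental Procedures state a cutoff score of 80. The lowest score was 80 in both Hepa 1.6 lists and between 50 and 50.03 in the MEF lists, and all peaks of each list were used. Many H3K27ac peaks share a ceiling of the score, so that scores were used to rank peaks and not as a measure of their size. Read counts were not used, so the depth of the libraries is unknown here, and a place without a peak may hold signal under the authors' threshold. Other libraries of the study, among them those of ES cells and liver, the inputs and the RNA-seq, were not analysed here.

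The KZFP/rGUs were the 560 elements of S4 Table, out of the 715 of the study. That table lists RNA-seq counts, so elements with few reads may be missing from it. Their coordinates were taken as mm9 and as the table prints them. Clusters were rebuilt from these elements as groups of at least 8 elements less than 500 kb apart, which gave 16 clusters. S3 Table was held in part, with the first 948 of its 1624 rows, and served only for the coordinates of clusters 3, 4, 5, 6 and 10. No overlap or set test was run on that table. Genes and transcript starts came from the GENCODE annotation of mm9. Starts of peaks are printed counting from 1. TEs were not annotated here.

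A peak and an element overlapped when they shared at least 1 bp. Each list was set against 10000 shuffles of its peaks within their chromosome, without excluding gaps of the assembly, and one-sided permutation p-values were taken. Kap1 KO only H3K27ac peaks were set against 10000 shuffles of the clusters within their chromosome, and their overlap with KZFP/rGUs against placements within their cluster. The smallest p that the shuffles can give is 0.0001. Over single clusters, p-values were adjusted by the Benjamini-Hochberg method. Fisher's exact test, which the Supplemental Procedures name for KAP1 peaks, was run on the KAP1 list and the 560 elements with bedtools. It was added after the data had been examined. Shares carry exact Clopper-Pearson intervals at 95%, which count peaks or elements within a library and do not measure variation between libraries. No p-value between genotypes was computed, since each genotype had 1 library per mark.

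All entries of the SETDB1 list were also entries of the KAP1 list. The planned share of SETDB1 peaks that overlap KAP1 would be complete by construction, and the share of KAP1 peaks that belong to the SETDB1 list was given in its place. Peaks described one by one were, in each list, the 3 with the highest score inside clusters, and for H3K27ac the 3 Kap1 KO only peaks with the highest score. The highest peaks of the whole H3K27ac lists were not described, since they stand at the ceiling of the score. Clusters 3, 4, 5, 6 and 10 were described because S5A Fig or Fig 4B names them. Expression was the mean of the 2 WT MEF columns of S4 Table, used to form 4 groups of elements.

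The alternatives kept only the 50% of each list with the highest scores, asked for an overlap of 50% of the shorter interval, accepted peaks within 1 kb, formed clusters from at least 6 elements or with gaps under 250 kb, rotated all peaks of a chromosome together, took the same number of peaks from both genotypes, or changed the groups of expression. A score of at least 80 in the MEF lists, the removal of cluster 10 and that of the distal end of chromosome 10 were added later.

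Computations were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, statsmodels 0.14.6 and bedtools 2.31.1, and plots with matplotlib 3.10.9. The overlaps of the 6 lists with the elements were checked against bedtools intersect and were identical. The shuffling step was tested on simulated data. Peaks placed at 200 of the 560 elements were recovered at 100% of them, and all 20 simulated lists with such an excess had a p under 0.05. Of 20 lists without an excess, 0 passed for elements and 1 passed for clusters. The other simulated peaks were placed uniformly within their chromosome, and recovery at the chosen elements follows by construction. The simulation thus checks the code. It does not show how the test behaves with peaks that lie in groups, as real peaks can.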

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

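Of the tests below, the width of shared H3K27ac peaks and the scores of H3K9me3 peaks on chromosome 10, and both tests of chromosome 18, were chosen only after the result was seen. The share of Kap1 KO only H3K27ac peaks on chromosome 10 was set up beforehand, but how far the intervals had to part was fixed after its value was known. By the rule first set, this share counted against a gain in copy number.

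In Kap1 KO MEFs, 1180 H3K9me3 peaks lay at the distal end of chromosome 10, from 110000001 to 129993255, in a region that the paper does not discuss. They are 27.3% (95% confidence interval 26.0% to 28.7%) of the Kap1 KO list. Their density was 59.0 peaks per Mb, against 0.364 per Mb on the rest of the chromosome and 1.19 per Mb on the rest of the genome. The WT list had 264 peaks there, or 13.2 per Mb. The Kap1 KO peaks of the segment had a median width of 1786.5 bp, against 397 bp elsewhere.

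Weak peaks near the score threshold were weighed first. Among Kap1 KO peaks with a score of at least 80, the segment held 722, or 48.7%, while it held 1.80% of such WT peaks, which argues against them. A gain in copy number of this region in the Kap1 KO cells is a candidate explanation. If more copies lifted more sites past the threshold, Kap1 KO only peaks would form a larger share of the H3K27ac peaks there. That share was 19.7% (15.8% to 24.1%) in the segment and 16.1% (14.3% to 18.1%) on the rest of chromosome 10, and these intervals overlap. The peaks gathered in 12 stretches of 1 Mb with at least 20 Kap1 KO peaks each, between 115 and 128 Mb, with 1154 Kap1 KO and 204 WT H3K9me3 peaks. In these stretches, 167 H3K27ac peaks found in both genotypes were wider in Kap1 KO cells, with a median ratio of 1.41 (1.33 to 1.54), while on the rest of the chromosome the ratio was 0.870 (0.857 to 0.883). These stretches had 46 Kap1 KO only and 65 WT only H3K27ac peaks, while the rest of the chromosome had 268 and 625. Mdm2, from 117125944 to 117147814, and Cdk4, from 126500590 to 126504976, lie in these stretches. Both were chosen after their values were seen. The Mb around Mdm2 had 107 Kap1 KO and 18 WT H3K9me3 peaks, and the one around Cdk4 had 24 and 18. In the segment, H3K27ac peaks numbered 371 in Kap1 KO and 450 in WT MEFs, against 1496 and 1804 on the rest of the chromosome. Their number thus did not rise in Kap1 KO cells, while shared peaks in the stretches were wider. Peaks were called against total input, and the inputs were not analysed here. How far more copies would change these lists is therefore unknown. A gain in copy number was not measured, and these values do not decide it. Whether loss of KAP1 itself acts on this region stays open, as untested, since genotype and cell population cannot be separated with 1 library of each.

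On chromosome 18, 528 H3K27ac peaks were found in Kap1 KO MEFs only and 95 in WT MEFs only, also outside the regions that the paper discusses. The ratio of these numbers was 5.56, while on the other autosomes it ran from 0.428 to 1.59 with a median of 0.975. On chromosome X it was 2.73. Of the 9 stretches of 10 Mb with enough WT peaks to compare, 9 had a ratio of Kap1 KO to WT peaks above the 1.00 of the genome, from 1.29 to 2. The excess is thus spread over the chromosome. H3K9me3 peaks on chromosome 18 numbered 80 in Kap1 KO and 81 in WT cells, a ratio of 0.988, the highest of the 19 autosomes, whose median was 0.239. This ratio goes with few WT peaks, since chromosome 18 had the lowest WT density of the autosomes, 0.892 per Mb, while its Kap1 KO density of 0.881 per Mb was close to their median of 0.897. H3K9me3 therefore does not decide whether the whole chromosome differs. The spread of H3K27ac peaks is consistent with a difference over the whole chromosome between the Kap1 KO and WT cells, such as an extra copy, but peak numbers alone do not show one. For RNA-seq of MEFs, the Supplemental Procedures describe a single selected Kap1 KO clone, grown over many passages beside its WT counterpart. Whether the ChIP-seq used the same cells is not stated. A difference between the 2 cell populations that is unrelated to KAP1 can therefore not be set apart here. An effect of KAP1 on chromosome 18 was not tested and stays open.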

How the results depend on the processing

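Of the alternatives below, the score of at least 80 in the MEF lists, the removal of cluster 10 or its elements and that of the distal end of chromosome 10 were chosen only after the result was seen. The other alternatives were set before the data were examined, as were the overlaps, clusters and tests. In all, 66 alternatives were run over 12 results, of which 54 used settings fixed in advance and 12 were added. Among the 54, 9 apply those settings to 2 results that were derived later, the number of clusters with more KAP1 peaks than shuffled and the share of WT H3K9me3 peaks kept outside clusters. Direction and side of the threshold, or the range set by counting error, stayed the same in 53, while 2 became weaker, 11 moved and 0 reversed.

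The excess at KZFP/rGUs kept its direction and the smallest p that the shuffles can give under all its alternatives, with 11.6-fold to 33.3-fold for KAP1, 22.3-fold to 64.8-fold for SETDB1 and 25.6-fold to 47.5-fold for WT H3K9me3, where the reported values were 22.8, 43.2 and 25.6. KAP1 peaks in clusters stayed between 2.21-fold and 2.43-fold, with a permutation p of at most 0.0004.

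The number of single clusters with more KAP1 peaks than shuffled depended on the setting. It was 10 of 16 as reported, 6 with the 50% of peaks that have the highest scores, and 0 when the peaks of each chromosome were rotated together, where 6 had an unadjusted permutation p under 0.05. The smallest adjusted permutation p under rotation was 0.105, against 0.0004 as reported. The cause was not tested. The share of in-cluster KAP1 peaks over KZFP/rGUs rose from 36.3% to 45.7% with the 50% of peaks that have the highest scores. KAP1 peaks over KZFP/rGUs had a median score of 271, and in-cluster peaks not over them 135. Keeping the highest scores therefore raises this share.

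With the same number of H3K9me3 peaks from both genotypes, Kap1 KO peaks were 17.7% of the peaks in clusters in place of 6.38%, and 7.76% in place of 3.81% of WT peaks in clusters were kept, with 4.57% in place of 3.19% outside. This setting removes WT peaks by construction. With a score of at least 80, Kap1 KO peaks were 2.75% of those in clusters, and 2.63% of WT peaks outside clusters were kept. In clusters, the median score was 58.72 for Kap1 KO peaks and 77.93 for WT peaks, so this cutoff removes relatively more Kap1 KO peaks. Why the share kept outside clusters fell was not tested. Without the distal end of chromosome 10, where Kap1 KO peaks gather and 26.5% of the WT peaks were kept, the share kept outside clusters was 2.74%. Without cluster 10, the share kept in clusters was 1.12% (2 of 178), against 6.35% (12 of 189) in cluster 10. Under every alternative for clusters, Kap1 KO cells had fewer H3K9me3 peaks than WT cells there.

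The excess of Kap1 KO only H3K27ac peaks in clusters over shuffled clusters fell from 1.71-fold to 1.42-fold when Kap1 KO only peaks were called again among the 50% of peaks that have the highest scores (permutation p = 0.12). This gave 29 peaks, of which 11 overlap a WT peak of lower score that the setting removed, as do all 16 WT only peaks with Kap1 KO peaks. Without cluster 10 it fell to 1.18-fold (permutation p = 0.252), so this excess rests on that cluster. Over all alternatives the permutation p ranged from 0.0069 to 0.252. The share of these peaks over KZFP/rGUs, 0.926% as reported, was 0% among those 29 peaks, too few to tell such shares apart. The permutation p for fewer such overlaps was 0.044 as reported and ranged from 0.0426 to 0.211. It was 0.051 with gaps under 250 kb, 0.0769 with a score of at least 80 and 0.113 with at least 6 elements. It was 0.192 with an overlap of 50% of the shorter interval and 0.211 with the 29 peaks. This p thus crossed 0.05, but the result was tallied by its share alone. The difference in H3K9me3 between highly and lowly expressed KZFP/rGUs ranged from 15.1 to 26.7 percentage points around the reported 25.0. The median of the highest scores differed by 116.69 with cluster 10 included.

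No paired analysis was possible because each condition analysed here is a single library, and the replicate numbers that groups share belong to samples not analysed here. The absence of replicates means that differences between WT and Kap1 KO cells cannot be set against the spread between libraries. The unknown depth limits every statement about an absent peak.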

Differences from the paper's values

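Both tests compared in this part, the rebuilt receptor clusters and Fisher's exact test on the 560 elements, were chosen only after the data had been seen. Clusters of OLFR genes numbered 23 when rebuilt from the GENCODE annotation of mm9 with at least 10 genes less than 500 kb apart, against the paper's 14. None of the alternatives set before the data were examined concerned these clusters, so none closed the gap.

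Fisher's exact test of KAP1 peaks of Hepa 1.6 cells and KZFP/rGUs gave p = 1.73e-137, while the paper's p is about 2.5e-128 as Fig 3B prints it, a gap of 9.16 orders of magnitude. As a negative log10 these are 137 and, to 2 digits, about 130. It was run with the 560 elements of S4 Table and not with the 715 of the study. None of the alternatives set before the data were examined was applied to this p.

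The paper describes a lone cluster of VMNR genes, whereas the rule gave 13 with this annotation. For OLFR and VMNR alike, genes of any annotated type were counted, without leaving out pseudogenes. A stricter choice of genes was not tried, so its part in these gaps is unknown.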

Other observations

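Of the tests below, the share of WT H3K9me3 peaks with high scores that are kept in Kap1 KO cells and the comparison at KZFP/rGUs with equal numbers of H3K9me3 peaks were chosen as tests only after the result was seen, as were the counts in receptor clusters and the removals of cluster 10 and of the distal end of chromosome 10.

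Kap1 KO only H3K27ac peaks in the rebuilt clusters of MEF were weighed against technical explanations. A difference between the cells over whole chromosomes would raise them outside the clusters too. They were 30.9% of the Kap1 KO peaks in clusters and 19.8% (19.2% to 20.5%) of those elsewhere on the same chromosomes, while WT only peaks were 6.92% of WT peaks in clusters and 24.6% (23.9% to 25.2%) elsewhere, which argues against it. Peaks near the score threshold would have low scores. The median score of the 108 peaks was 183.68, above the 128.34 of Kap1 KO only peaks elsewhere on these chromosomes. It was below the 1157.51 of Kap1 KO peaks in clusters that have a WT peak. The scores therefore do not decide how far peaks near the threshold contribute. Cluster 10 alone does not account for the imbalance between genotypes, since the other clusters had 70 Kap1 KO only and 16 WT only peaks, so that 81.4% (71.6% to 89.0%) were of the first kind. The excess over shuffled clusters, in contrast, fell to 1.18-fold without cluster 10 (permutation p = 0.252, with a range from 0.0069 to 0.252 over the alternatives). An imbalance also appeared in receptor clusters, with 65 Kap1 KO only and 20 WT only peaks in OLFR clusters and 19 and 10 in VMNR clusters. Whether it differs from that of KZFP/rGUs clusters was not tested. A gain that follows from loss of KAP1 stays a hypothesis, with 1 library per genotype.

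A hypothesis was that these peaks arise at sites with H3K9me3 in WT MEFs. A WT H3K9me3 peak lay within 1 kb of 13.0% (7.27% to 20.8%) of Kap1 KO only peaks in clusters and of 3.32% (1.44% to 6.44%) of H3K27ac peaks found in both genotypes. The contrast came from cluster 10, which holds many WT H3K9me3 peaks. Inside it the shares were 34.2% (13 of 38) and 35.3% (6 of 17), and outside it 1.43% (1 of 70) and 0.893% (2 of 224). The 1.43% outside cluster 10, with an upper limit of 7.70%, argues against the hypothesis for the peaks there. It covers only H3K9me3 that passed the authors' threshold. Inside cluster 10, the counts are too few to tell the shares apart. A related hypothesis was that the peaks arise near sites bound by KAP1 in Hepa 1.6 cells. A KAP1 peak lay within 3 kb of 11.1% (5.87% to 18.6%) of Kap1 KO only peaks and 9.54% (6.15% to 14.0%) of shared peaks. Without cluster 10, the shares were 17.1% (9.18% to 28.0%) and 10.3% (6.62% to 15.0%), with intervals that overlap. In cluster 10, 0 of the 38 Kap1 KO only peaks and 0 of the 17 shared peaks had a KAP1 peak that close, so its Kap1 KO only peaks did not arise near these sites. KAP1 in MEF was not analysed here, which keeps this open.

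The higher share of H3K9me3 peaks at highly expressed KZFP/rGUs in WT MEF was weighed against the mapping of reads, the length of elements and cluster 10. Among elements with at least 90% of their 100-base stretches unique in the genome, the highest and the lowest group still differed by 21.3 percentage points (3.42 to 37.5). In a fixed window of 500 bases at the middle of each element, they differed by 27.1 points (17.4 to 36.5), and among elements of at least the median length by 18.2 points (2.59 to 31.3). Without the elements of cluster 10, and with the groups unchanged, they differed by 15.7 points (5.35 to 26.0). Each of these argues against that explanation as the whole cause. Elements of a cluster are not independent, so the intervals are likely too narrow. No biological explanation was tested, since the design gives no condition that changes expression alone.

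Another hypothesis was that KZFP/rGUs with longer zinc finger arrays carry KAP1 more often in Hepa 1.6 cells. A KAP1 peak lay within 500 bases of the middle of 32.9% (27.5% to 38.6%) of the 289 elements with at least 10 C2H2 motifs, and of 13.8% (7.07% to 23.3%) of the 80 elements with 0 to 2. The share did not rise steadily, with 9.46% (3.89% to 18.5%) for 3 to 5 motifs and 11.1% (6.05% to 18.3%) for 6 to 9. The difference between the longest arrays and the others may reflect array length, or age or sequence of the elements, which were not tested apart from it.

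Few WT H3K9me3 peaks were kept in Kap1 KO MEFs, both inside and outside the clusters. A weaker Kap1 KO library could have this effect. If it held fewer reads from the same sites, the strongest sites would still pass the threshold. With the same number of peaks from both genotypes, however, WT peaks lay over 84 of the 560 KZFP/rGUs and Kap1 KO peaks over 1, which is 0.706-fold the shuffled number (permutation p = 0.756, from 0.663 to 1 over the settings for this list). This argues against fewer reads alone. Among the 10% of WT peaks with the highest scores, 6.71% (94 of 1400) were kept outside the clusters and 11.6% (5 of 43) inside. Without the distal end of chromosome 10, the share outside was 6.34% (87 of 1373). A loss of H3K9me3 over the genome and a Kap1 KO library with poor enrichment of the mark both lead to low shares, and they cannot be told apart here because neither reads nor a second library were used.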
